# Transcriptional network underpinning ploidy-related elevated leaf potassium in neo-tetraploids

**DOI:** 10.1093/plphys/kiac360

**Published:** 2022-08-05

**Authors:** Sina Fischer, Paulina Flis, Fang-Jie Zhao, David E Salt

## Abstract

Whole-genome duplication generates a tetraploid from a diploid. Newly created tetraploids (neo-tetraploids) of Arabidopsis (*Arabidopsis thaliana*) have elevated leaf potassium (K), compared to their diploid progenitor. Micro-grafting has previously established that this elevated leaf K is driven by processes within the root. Here, mutational analysis revealed that the K^+^-uptake transporters K+ TRANSPORTER 1 (AKT1) and HIGH AFFINITY K+ TRANSPORTER 5 (HAK5) are not necessary for the difference in leaf K caused by whole-genome duplication. However, the endodermis and salt overly sensitive and abscisic acid-related signaling were necessary for the elevated leaf K in neo-tetraploids. Contrasting the root transcriptomes of neo-tetraploid and diploid wild-type and mutants that suppress the neo-tetraploid elevated leaf K phenotype allowed us to identify a core set of 92 differentially expressed genes associated with the difference in leaf K between neo-tetraploids and their diploid progenitor. This core set of genes connected whole-genome duplication with the difference in leaf K between neo-tetraploids and their diploid progenitors. The set of genes is enriched in functions such as cell wall and Casparian strip development and ion transport in the endodermis, root hairs, and procambium. This gene set provides tools to test the intriguing idea of recreating the physiological effects of whole-genome duplication within a diploid genome.

## Introduction

It is well known that whole-genome duplication events occurred multiple times throughout land plant evolution, suggesting an evolutionary benefit (Alix et al., 2017). However, newly generated polyploids face severe problems, such as maintaining faithful chromosome separation during meiosis, or changes in cell architecture resulting from increased chromatin content (Comai, 2005). The short-term survival of neo-tetraploids was, therefore, speculated to occur at times of environmental change which would adversely affect diploid progenitors, neutralizing their evolutionary advantage of being locally adapted (Van de Peer et al., 2017). Neo-tetraploid Arabidopsis (*Arabidopsis thaliana*), rice (*Oryza sativa*), and citrange (*Citrus sinensis* L. Osb. ×*Poncirus trifoliata* L. Raf.) all have increased tolerance to salinity and drought as a result of whole-genome duplication, suggesting possible short-term survival benefits of whole-genome duplication (Chao et al., 2013; Pozo and Ramirez‐Parra, 2014; Yang et al., 2014; Ruiz et al., 2016; Wang et al., 2021). Leaf potassium (K) concentrations are higher in neo-tetraploid Arabidopsis compared to their diploid progenitor, driven by processes in the root as determined by micro-grafting (Chao et al., 2013). This suggests one possible mechanism whereby whole-genome duplication can enhance salinity tolerance; through the enhanced ability of neo-tetraploids to maintain K^+^/Na^+^ homeostasis under salinity stress (Munns and Tester, 2008). Consistent with this, tetraploid rootstock-grafted watermelon (*Citrullus lanatus*) plants are more tolerant to salt stress than are diploid plants, and tetraploids also maintain better K^+^/Na^+^ homeostasis (Zhu et al., 2018). Similar results have also been observed for tetraploid rice with elevated salinity tolerance and reduced accumulation of Na (Wang et al., 2021). Neo-tetraploid Arabidopsis and rice also show enhanced abscisic acid (ABA) and jasmonic acid (JA) signaling, respectively, again consistent with constitutive abiotic stress tolerance driven by whole-genome duplication (Pozo and Ramirez‐Parra, 2014; Wang et al., 2021). These observations suggest that under adverse environmental conditions, the negative impacts of whole-genome duplication can be overcome, providing a positive fitness benefit. Although improved tolerance to abiotic stresses in polyploids has been documented, the exact molecular processes underlying these responses still remain to be discovered (Fox et al., 2020).

To start to address this knowledge gap, and identify the molecular mechanisms linking whole-genome duplication to improved abiotic stress tolerance, we focused on the ability of neo-tetraploids to better maintain K^+^/Na^+^ homeostasis under salinity stress. We investigated the mechanism driving the previously observed difference in leaf K between neo-tetraploid Arabidopsis and their diploid progenitor (Chao et al., 2013) caused by whole-genome duplication. Our main approach was to select genetic mutants with defects in target processes, and contrast the leaf K between the diploid mutant and the neo-tetraploid mutant generated after whole-genome duplication of the diploid mutant. This approach compares genetically identical plants with diploid or tetraploid genomes lacking any functional copies of the gene(s) of interest. It has been established that processes within the root (Chao et al., 2013) drive elevated leaf K of neo-tetraploid Arabidopsis compared to their diploid progenitor. We therefore tested the hypothesis that elevated activity of root K^+^-uptake transporters in neo-tetraploids is responsible for the difference in leaf K between neo-tetraploids and their progenitor diploids. Additionally, we also selected a broader set of 38 candidate genes affecting various processes previously implicated in K homeostasis. We obtained mutants and transgenic lines of these genes, and tested the impact of these genes on the elevated leaf K in neo-tetraploids caused by whole-genome duplication of the progenitor diploids. From this series of genetic tests, we identified three genes that when disrupted suppress the elevated leaf K in neo-tetraploids caused by whole-genome duplication of the progenitor diploids. Finally, we compared the root transcriptome of wild-type neo-tetraploid and diploid progenitor to identify all differentially expressed genes (DEGs) due to whole-genome duplication in roots. Importantly, we further refined this selection to just those DEGs in roots associated with the difference in leaf K between neo-tetraploid and diploid progenitor. To do this, we removed those genes that we found to be still differentially expressed between neo-tetraploid and diploid in roots of the mutants we had identified that suppress the difference in leaf K between neo-tetraploid and diploid progenitor. Using this approach, we defined a core set of 92 genes that provide functional insight into the underlying molecular mechanisms linking whole-genome duplication and elevated leaf K in neo-tetraploids compared to their diploid progenitors. This gene set provides the tools needed to test the hypothesis that it is possible to recreate the physiological effects of whole-genome duplication within a diploid genome, leading the way to potential mechanisms for improving abiotic stress tolerance via recreating tetraploid-like phenotypes within a diploid genome.

## Results and discussion

### Impact of K^+^-uptake transporters on elevated leaf K in neo-tetraploids

As previously reported, the difference in leaf K concentration in neo-tetraploids compared to their diploid progenitor, where neo-tetraploids accumulate increased leaf K, is dependent on the ploidy status of the root (Chao et al., 2013). We therefore tested the hypothesis that increased activity of K^+^-uptake transporters in the roots of neo-tetraploids is responsible for the elevated leaf K in neo-tetraploids compared to their diploid progenitor. We grew neo-tetraploid and diploid wild-type plants on agar-solidified media with and without added NaCl. We quantified the leaf ionome of the plants (Figure 1A). In line with the previous results (Chao et al., 2013), a two-way analysis of variance (ANOVA) analysis of the data revealed significantly (*P* = 0.045; Supplemental Table S1) elevated leaf K concentration in neo-tetraploids compared to their diploid progenitor, and also the K chemical analog rubidium (Rb), present in trace amounts in the growth medium (*P* = 0.018; Supplemental Table S1) (Figure 1A, absolute concentrations of ions per dry weight of plant tissue can be found in Supplemental Table S2). These increases were observed for all levels of NaCl treatment. Furthermore, neo-tetraploids have significantly reduced accumulation of Na in leaves at 35- and 45-mM NaCl concentration (*P* < 0.001 and *P* = 0.041, respectively, Supplemental Table S1; Figure 1A), as previously observed in neo-tetraploid rice (Wang et al., 2021). No other mineral nutrients show a significant increase in leaves between neo-tetraploid and diploid progenitor under control conditions, or a consistent pattern of increase in neo-tetraploids after NaCl treatment (Supplemental Table S1; Figure 1A). To determine if genes involved in K^+^ uptake are differentially expressed in roots of neo-tetraploids compared to diploid progenitor, we performed an RNA-Seq experiment on roots of both wild-type neo-tetraploid and diploid grown in the absence and presence of 35 mM added NaCl. 

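Root RNA of wild-type diploids and neo-tetraploids, grown for 2 weeks with 0 or 35 mM added NaCl, was sequenced in 3 replicate libraries per group, 12 root libraries in all. For each library the authors deposited the expected count of each gene, which is the number of reads that RSEM assigned to it after mapping to TAIR10, and its FPKM value. The expected counts were not normalized. They summed to a median of 11597164 per library in diploid control roots, 11466363 in diploid NaCl roots, 11374751 in neo-tetraploid control roots and 11351179 in neo-tetraploid NaCl roots. The counts were rounded, normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test in one model over the 12 root libraries, with Benjamini-Hochberg adjustment of p. The test covered the 20239 genes with at least 10 counts in at least 3 of these libraries. A gene was called a DEG at an adjusted p under 0.05 and a fold change of at least 2, the fold change the paper used. Libraries with the same replicate number tended to deviate from their group means in the same direction. The mean correlation of these deviations across genes was 0.212 for same-numbered root libraries (from -0.012 to 0.439) and -0.105 for the others. The negative value largely follows from centring each group on its mean and is no separate observation. No other arrangement of the numbers among the 216 possible gave as high a value for same-numbered libraries (one-sided exact permutation test, p = 0.00463, the smallest p these arrangements allow). Results are therefore given with and without the replicate number as a block in the model.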

We hypothesized that the K phenotype could be due to K transporter genes which are differentially expressed between diploids and neo-tetraploid roots. We selected a set of genes representative of known K transporters (genes identified at Thalemine https://bar.utoronto.ca/thalemine/begin.do, top hits) and performed a hierarchical clustering of our transcriptome data to show the expression pattern of this set of known K transporter genes in roots of both diploids and neo-tetraploids (Figure 1B). The impact of salinity stress had overall the largest effect on the expression of the K transport genes, but within each treatment, gene expression was clearly differentiated between diploids and neo-tetraploids. 

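Of the 28 gene labels in Figure 1B, 27 could be matched to a gene in the deposited files. Their FPKM values were converted to log2(FPKM + 1) and scaled per gene, and the variance between the 12 root libraries was divided by factor. NaCl accounted for 29.0% of the variance (exact permutation of the NaCl labels within each ploidy, 400 arrangements, p = 0.005, the smallest p obtained). Ploidy accounted for 11.6% (exact permutation of the ploidy labels within each treatment, 400 arrangements, p = 0.065). Without scaling per gene, the share of ploidy was 12.3% (p = 0.025 from the same exact permutation test) and the share of NaCl rose to 54.7%. With replicate means removed and labels exchanged only within same-numbered pairs, a test added after seeing the data, the scaled values gave 36.5% for NaCl (exact permutation test, 64 arrangements, p = 0.0312, the smallest they allow) and 14.6% for ploidy (p = 0.0938), and the values without scaling 14.5% for ploidy (p = 0.0312). With each library left out in turn, the share of NaCl stayed between 27.8% and 31.3% and the share of ploidy between 11.4% and 14.3%.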

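For the PCA of the Figure 1B genes in the 12 root libraries, the FPKM values were centred per gene and not scaled, a scale chosen from the size of the scores on the axes of Figure 1C because the paper's text does not name one. PC1 held 37.1% of the variance and PC2 26.9%. With one library left out in turn, PC1 held between 35.1% and 43.1% and PC2 between 20.0% and 30.4%. The scale moved these shares most, with 68.3% on PC1 and 18.8% on PC2 for log2(FPKM + 1). On unscaled FPKM, genes with high expression and large differences weigh most, and 4 genes held most of the variance, AT3G56290 with 22%, AKT1 with 16.6%, KAB1 with 12.9% and HAK5 with 8.77%.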

Likewise, a principal component analysis (PCA) using the K transporter genes showed that 64% of the variation in gene expression can be explained by the two factors of salinity stress (37%) and ploidy (27%) (Figure 1C).

**Figure 1:**
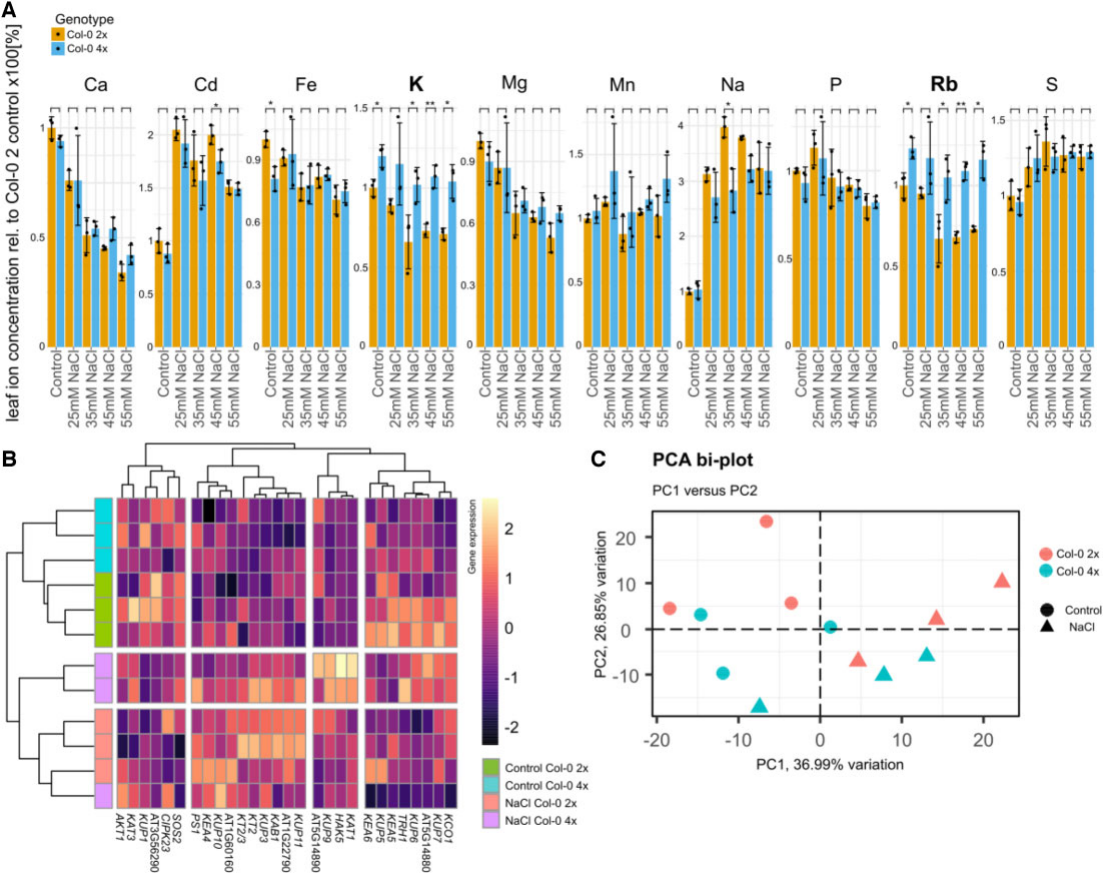
Ploidy-dependent ionomic differences and K transporters in neo-tetraploid Arabidopsis. A, The leaf ionome of diploid and neo-tetraploid Arabidopsis wild-type (Col-0) plants was assessed in response to varying salt stress. The bar plots show ion concentrations relative to those of Col-0 under control conditions. Plants were grown on agar solidified 1/4 Hoagland medium for 7 days. *n* = 3, A two-way ANOVA for genotype and treatment revealed significant differences in K and Rb due to ploidy (diploid 2x, neo-tetraploid 4x) (Supplemental Table S1). Following this a *t* test shows significance differences between pairs: ^*^P ≤ 0.05, ^**^P ≤ 0.01, ^***^P ≤ 0.001, and ^****^P ≤ 0.0001, error bars as sd. B, RNAseq derived gene expression pattern of 28 of 31 K genes taken from Thalemine (using the keyword search “K transporter” and restricting it to the 31 with the highest scores) was measured in roots of diploid and neo-tetraploid wild-type. Color scale shows centered gene expression across all samples and genes. Plants were grown on 1/4 Hoagland’s medium containing sucrose and agar with or without 35 mM NaCl. A cluster analysis of samples from roots of diploid and tetraploid wild-type plants shows a grouping based on ploidy. Genes with higher expression are shown with brighter colors. The annotation column identifies treatment and genotype. C, A PCA analysis of the same set of genes shows PC1 correlated with treatment and PC2 correlated with ploidy. The legend indicate differences in ploidy and different symbols distinguish different treatments. Together they explained the majority (>63.84%) of the variation in expression of the 31 K-genes.

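Hierarchical clustering of the 12 root libraries on the Figure 1B genes was repeated under 12 settings, with average, complete and Ward linkage on each of 4 scales of the FPKM values. When the tree was divided into 4 clusters, 0 of the 4 groups of replicates formed a cluster of their own in any of the 12 settings. The first division of the tree placed between 7 and 12 of the 12 libraries on the side of their NaCl treatment and between 6 and 8 on the side of their ploidy, where 6 is the least possible, a count added after seeing the data. The nearest library to each library had the same treatment for 10 to 11 of the 12 and the same ploidy for 7 to 9 of the 12.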

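On PC1, 53.0% of the variance of the library scores lay between the NaCl treatments and 3.8% between the ploidies. On PC2, 38.3% lay between the ploidies, 23.5% between the treatments and 21.0% between the replicate numbers. On log2(FPKM + 1) without scaling, the share between the ploidies was 13.2% on PC1, 1.4% on PC2 and 56.4% on the third component. PC1 held 68.3% of the variance and the third component 4.58%, so PC1 carried more of the variance by ploidy than the third component did.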

To identify a K transporter which could contribute to the K phenotype, we determined those genes that are statistically differentially expressed in roots between neo-tetraploid and diploid in our RNAseq data. These were termed as DEGs (Supplemental Figure S1; Supplemental Table S3). 

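In control roots, 201 genes were DEGs between neo-tetraploids and diploids, of which 172 were higher in neo-tetraploids and 29 lower. In NaCl roots, 25 genes were DEGs, 21 higher and 4 lower. The 3 libraries of one ploidy did not overlap the 3 of the other for any of these 201 and 25 genes, which the selection of DEGs by a difference between the same libraries favours. At an unadjusted p under 0.05 there were 2953 genes in control and 3015 in NaCl roots. When the replicate number entered as a block, 317 genes were DEGs in control roots, 245 of them higher, and 96 in NaCl roots, 83 of them higher. Without the fold-change threshold the count in control roots was 468. The count in NaCl roots fell to 5 without the diploid NaCl library of replicate 2 or of replicate 3. In the test of whether the ploidy difference itself changed with NaCl, 0 genes passed, 1259 had an unadjusted p under 0.05, and 5 passed when the replicate number was a block.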

Among the K transporters (Figure 1B), only the gene *High Affinity K Transporter 5* (*HAK5*) was differentially expressed. 

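Of the K transporter genes in Figure 1B, 26 passed the filter on low counts and were tested. None of them was a DEG between the ploidies in control or NaCl roots, whether p was adjusted over all genes or over these 26 genes alone. At an unadjusted p under 0.05 there were 2 in control and 4 in NaCl roots. With the replicate number as a block, 2 were DEGs, HAK5 in NaCl roots and AT3G56290, lower in neo-tetraploid control roots. The second gene is named after its values were seen. It had a log2 fold change of -1.05 in control roots (standard error 0.37, adjusted p = 0.189 from edgeR's quasi-likelihood test, and -1.07 with adjusted p = 0.0467 with the block).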

We also compared these DEGs with a set of genes known to be regulated in response to low external concentrations of K (Ahn et al., 2004; Pyo et al., 2010; Rubio et al., 2010; Ragel et al., 2015; Nieves‐Cordones et al., 2019). Of these known low K response genes *HAK5*, two known *HAK5* regulators *MYB domain protein 51 (MYB51*) and *Related to AP2 11* (*RAP2.11*) (Hong et al., 2013; Nieves-Cordones et al., 2014) were found to be differentially expressed in roots between neo-tetraploids and their diploid progenitor (Figure 2A; Supplemental Figures S2 and S3). 

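Of the labels in Supplemental Figure S3, 46 genes were identified and tested in roots. CBL1 (AT4G17615, on chromosome 4) was the only DEG between the ploidies among them, in control roots, with a log2 fold change of 1.03 (standard error 0.19, adjusted p = 0.0146 from edgeR's quasi-likelihood test). With each of the 6 libraries left out in turn, its log2 fold change lay between 0.90 and 1.18 and it was called in 2 of the 6 fits. Adjusted over the 46 genes alone, 3 genes were DEGs, CBL1 and MYB51 in control roots and AT1G33790, lower in neo-tetraploid NaCl roots, a gene named after its values were seen. Including the replicate number as a block gave 4 DEGs, these 3 and HAK5 in NaCl roots, whether p was adjusted over all genes or over the list.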

*HAK5* shows a two-fold increase in expression in neo-tetraploids compared to their diploid progenitor under control conditions, and this increases to a four-fold difference after treatment with 35-mM NaCl (Figure 2A). 

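HAK5 (AT4G13420, on chromosome 4) had 1.14 ± 0.40 FPKM (SD, n = 3) in diploid control roots and 1.80 ± 0.72 FPKM in neo-tetraploid control roots, a ratio of means of 1.58. In NaCl roots the values were 3.64 ± 2.06 and 12.7 ± 8.44 FPKM, a ratio of 3.50. These values rested on 23 to 49 counts per diploid and 35 to 78 per neo-tetraploid control library, and on 41 to 163 and 111 to 612 counts in NaCl. The log2 fold change was 0.72 in control roots (standard error 0.66, adjusted p = 0.677 from edgeR's quasi-likelihood test) and 1.89 in NaCl roots (standard error 0.53, adjusted p = 0.172). With the replicate block it was 0.73 (adjusted p = 0.177) and 1.82 (adjusted p = 0.00135). The difference between the 2 log2 fold changes, tested as an interaction, was 1.17 (standard error 0.85, adjusted p = 0.861, and 0.313 with the block). NaCl itself raised HAK5 in neo-tetraploids by 2.76 on the log2 scale (standard error 0.57, adjusted p = 0.0142) and in diploids by 1.58 (adjusted p = 0.127, and 0.00225 with the block). With each library left out in turn, the log2 fold change by ploidy lay between 0.34 and 0.98 in control roots and between 1.38 and 2.33 in NaCl roots.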

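MYB51 (AT1G18570, on chromosome 1) had 8.45 ± 0.70 FPKM (SD, n = 3) in diploid and 32.1 ± 6.65 FPKM in neo-tetraploid control roots. Its log2 fold change was 1.98 (standard error 0.57, adjusted p = 0.101 from edgeR's quasi-likelihood test, and 1.99 with adjusted p = 0.0449 with the replicate block). In NaCl roots it had 17.6 ± 17.9 and 15.6 ± 9.43 FPKM, a log2 fold change of -0.09 (standard error 0.55, adjusted p = 0.958), which changed sign when single libraries were left out, from -0.71 to 1.18. The interaction of ploidy and NaCl for MYB51 was -2.07 (unadjusted p = 0.0211 and adjusted p = 0.742 from edgeR's quasi-likelihood test). RAP2.11 (AT5G19790, on chromosome 5) had 20.9 ± 6.83 and 39.0 ± 7.12 FPKM in diploid and neo-tetraploid control roots and 14.4 ± 1.92 and 25.8 ± 5.26 FPKM in NaCl roots. The ratios of means were 1.86 and 1.79. Its log2 fold change was 0.96 in control roots (standard error 0.22, adjusted p = 0.0375, and 0.00149 with the block) and 0.92 in NaCl roots (adjusted p = 0.111, and 0.00812 with the block). RAP2.11 was therefore past the threshold of adjusted p in control roots but under the fold change of 2 required of a DEG.

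**Figure D1:**
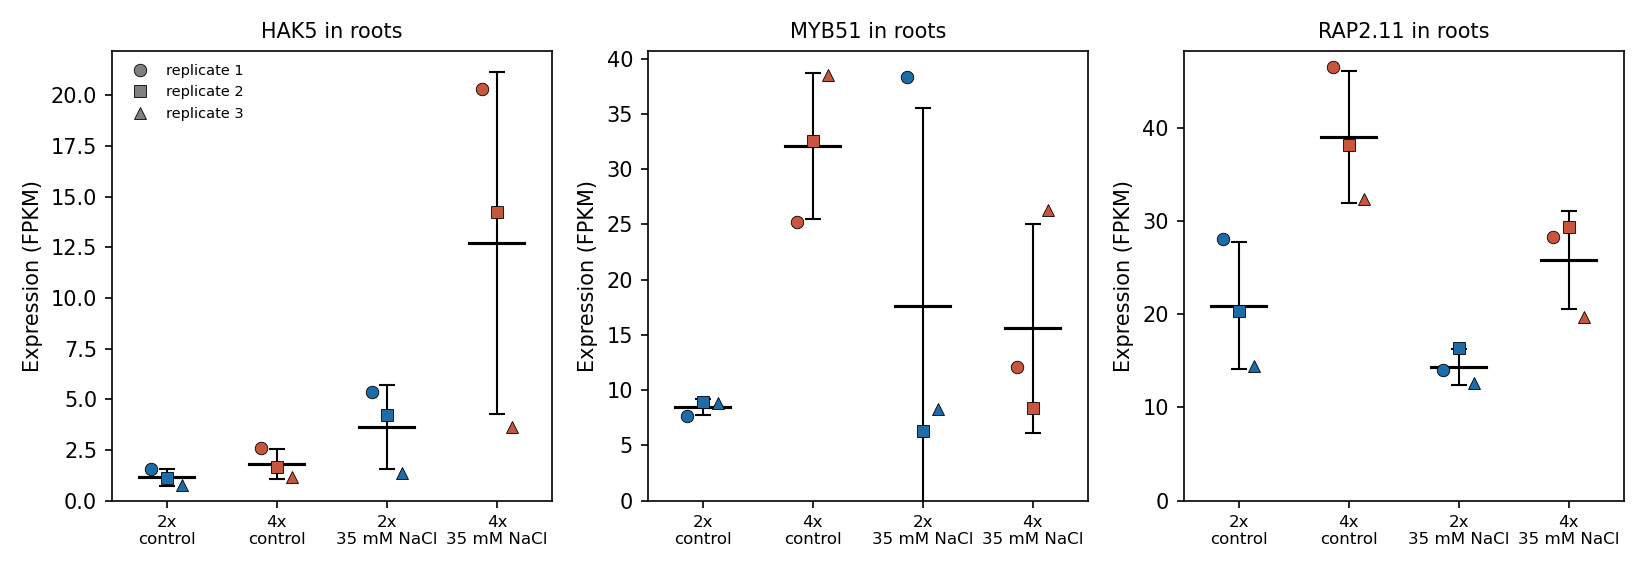
Expression of HAK5, MYB51 and RAP2.11 in FPKM (y axis of each panel) in roots of diploids (2x, blue) and neo-tetraploids (4x, red) grown with 0 or 35 mM NaCl (x axis). Points are the 3 replicates of a group by number, the line is the mean and the bar the SD, and the bar of MYB51 in diploid NaCl roots reaches below 0, where the axis ends; neo-tetraploid HAK5 ranges from 3.63 to 20.31 FPKM in NaCl.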

*MYB51* expression is only elevated in neo-tetraploids in the absence of NaCl, while *RAP2.11* expression shows a two-fold increase between neo-tetraploids and diploids regardless of 35-mM NaCl treatment. We concluded that, based on its expression, neo-tetraploid Arabidopsis plants may be sensing an internal K deficiency and are inducing expression of *HAK5* via *RAP2.11* and *MYB51*. 

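Compared within replicate numbers, HAK5 and RAP2.11 were higher in the neo-tetraploid library in 3 of 3 pairs in control and in 3 of 3 in NaCl roots, and MYB51 was higher in 3 of 3 pairs in control and 2 of 3 in NaCl roots. On the basis of expression, the paper proposes that neo-tetraploids may sense a K deficiency within the plant, and induce HAK5 through RAP2.11 and MYB51.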

We thus decided to investigate the effect of *HAK5* in neo-tetraploids. Arabidopsis has two major K^+^-uptake systems, *HAK5* and *K^+^ Transporter 1* (*AKT1*)*.* HAK5 is the dominant uptake system at lower concentrations of K^+^ up to 30 µM, and is transcriptionally and posttranscriptionally regulated by K^+^ (Gierth et al., 2005; Rubio et al., 2008; Nieves-Cordones et al., 2010; Ragel et al., 2015). AKT1 is able to contribute and even compensate for the lack of HAK5 completely at 10 µM external K^+^, while at concentrations of >500 µM, AKT1 becomes the main pathway for K^+^-uptake (Hirsch et al., 1998; Spalding et al., 1999; Qi et al., 2008; Rubio et al., 2008, 2010; Pyo et al., 2010; Nieves‐Cordones et al., 2019). AKT1 is primarily regulated posttranscriptionally (Wang et al., 2010; Zhang et al., 2015). The elevated expression of *HAK5* and its regulators *MYB51* and *RAP2.11* in neo-tetraploids supports the hypothesis that elevated leaf K in neo-tetraploids compared to diploid progenitor is driven by elevated activity of root K^+^-uptake system (s). To test this hypothesis, we assessed the impact of a lack of both major K^+^-uptake systems AKT1 and HAK5 on the difference in leaf K concentration in neo-tetraploids compared to their diploid progenitor. We obtained knockout mutants for *AKT1*, and *HAK5* and its regulators *MYB51* and *RAP2.11*, in diploid backgrounds, and we doubled the genomes of each to produce neo-tetraploids lacking all functional copies of each of the genes. To account for redundancy between the AKT1 and HAK5 transporters, we also generated the neo-tetraploid of the *akt1-2 hak5-2* double mutant (Ragel et al., 2015) which lacks all functional copies of both genes. After growing the plants in soil, we assessed the leaf ionome in each genotype for both diploids and neo-tetraploids (Figure 2B; Supplemental Figure S4). A two-way ANOVA of the leaf K concentrations (Supplemental Table S1) established that ploidy has a significant impact on leaf K (i.e. diploid and neo-tetraploid, *P* < 0.001), as we observed when plants were grown on agar-solidified nutrient media (Figure 1A; *P* = 0.045; Supplemental Table S1). The two-way ANOVA also established that *akt1* and *akt1hak5* double mutant show significantly reduced (Figure 2A; *P* < 0.001; Supplemental Table S1) leaf K in both the diploid and neo-tetraploid compared to wild-type, as expected, as AKT1 is the dominant K^+^-uptake system under our growth conditions. The *hak5* mutant showed no significant difference (Figure 2B, *P* = 0.667; Supplemental Table S1) in leaf K compared to wild-type, for both neo-tetraploid and diploid. This is expected as HAK5 does not play a dominant role in K^+^ uptake under our growth conditions. Further, loss of function of the *HAK5* regulators *MYB51* and *RAP2.11* does not reduce leaf K either in neo-tetraploid or diploid progenitor, with *myb51* actually showing a slight but significant increase in leaf K (Figure 2B; *P* = 0.024; Supplemental Table S1). The two-way ANOVA also established that there is no overall significant interaction between ploidy and gene (*P* = 0.5542; Supplemental Table S1). This test for ploidy * gene interaction assesses if the established significant elevation of leaf K due to whole-genome duplication in neo-tetraploids is affected by loss of function of any of the tested genes. The two-way ANOVA established that the loss of function of *AKT1*, or *HAK5* and its regulators *MYB51* and *RAP2.11*, does not affect the significant difference in leaf K between neo-tetraploids and their progenitor diploids (Figure 2B). Leaf K is elevated in neo-tetraploids compared to diploid progenitor regardless of the presence or absence of *AKT1* or *HAK5*. We conclude that increased activity of AKT1 or HAK5 in neo-tetraploids cannot explain the differential increase in leaf K after whole-genome duplication in neo-tetraploids compared to the diploid progenitor. We make similar observations for leaf Rb, a chemical analog of K (Supplemental Figure S4 and Supplemental Table S1). We also observed smaller variations in the concentration of some other mineral nutrients between neo-tetraploids and diploids but with no clear patterns (Supplemental Figure S4).

**Figure 2:**
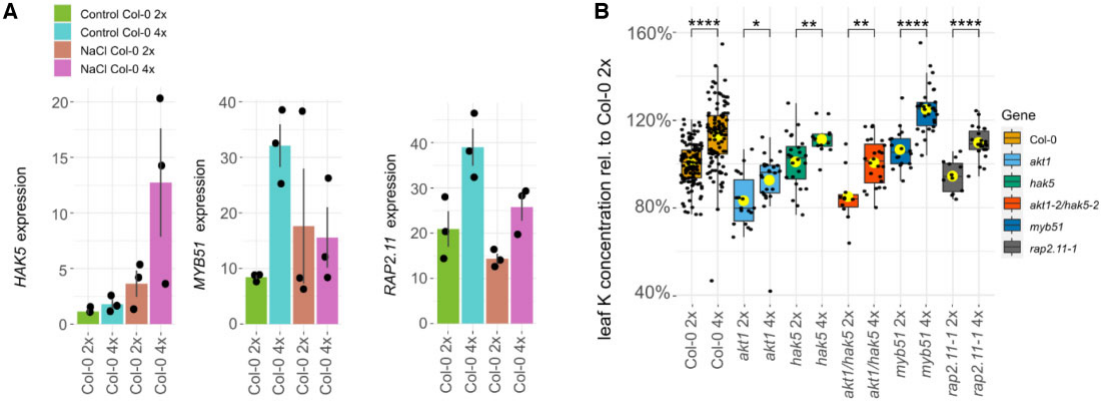
Role of the main K uptake transporters on increased K uptake in neo-tetraploid Arabidopsis. A, Bar plots show *HAK5, MYB51, and RAP2.11* expression as analyzed by RNA-Seq (*n* = 3, individual samples, error bars in se) in roots of diploid and neo-tetraploid wild-type plants. DEGs were defined as having a fold change of >2 and a diverge probability of >0.8 in RNAseq analysis. B, Boxplot shows leaf K concentration in diploids and their neo-tetraploid counterparts normalized to diploid wild-type. The center line shows the median, box limits represent the first and third quartiles (the 25th and 75th percentiles), upper and lower whiskers extend to larges or smallest value no further than 1.5 interquartile range and dots beyond whiskers show outliers. Individual values are plotted as dots. *n* = 11–121 individual samples, data from two independent experiments using peat-based soil in either jiffies or larger pots. ANOVA (Supplemental Table S1) showed significant differences between diploids and neo-tetraploids. A *t* test shows differences between diploids and neo-tetraploid pairs. ^*^P ≤ 0.05, ^**^P ≤ 0.01, ^***^P ≤ 0.001, and ^****^P ≤ 0.0001 Yellow dot: averages. Diploid (2x), neo-tetraploid (4x).

### Exploring a broader set of processes impacting elevated leaf K in neo-tetraploids

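AKT1 (AT2G26650, on chromosome 2) had 80.5 ± 8.20 FPKM (SD, n = 3) in diploid and 86.2 ± 5.16 FPKM in neo-tetraploid control roots, and 75.6 ± 11.1 and 85.9 ± 7.72 FPKM in NaCl roots. Its log2 fold change by ploidy was 0.15 in control roots (standard error 0.13, adjusted p = 0.655 from edgeR's quasi-likelihood test, and 0.545 with the replicate block) and 0.26 in NaCl roots (standard error 0.13, adjusted p = 0.381, and 0.236 with the block). The 23 other K transporter genes tested, besides HAK5 and AT3G56290, had log2 fold changes by ploidy from -0.28 to 0.45 in control roots (lowest adjusted p = 0.303, and 0.187 with the block) and from -0.23 to 0.34 in NaCl roots (lowest adjusted p = 0.301, and 0.164 with the block).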

With differential activity of *AKT1* and *HAK5* between neo-tetraploids and diploids ruled out as a possible driver of the difference in leaf K between neo-tetraploids and diploid progenitors, and no further differentially expressed K transporters genes, we explored other possible genes involved in the difference between leaf K in neo-tetraploids and their diploid progenitors. We selected 38 genes based on the published literature that have the potential to impact K homeostasis. These selected candidate genes were grouped, based on their function, into nine clusters (Figure 3). We obtained loss-of-function mutants in diploid backgrounds for each of these genes (except *pCASP1::CDEF1* which is a transgenic line), and through whole-genome duplication generated neo-tetraploids which also lack each of the genes (or express *pCASP1::CDEF1*). These lines were grown in soil and the leaf ionome assessed. Figure 3A shows the leaf K concentration relative to that of the diploid wild-type for all these lines, grouped by function. A two-way ANOVA revealed that overall ploidy had a significant impact on leaf K (*P* = <2e-16; Supplemental Table S1). The two-way ANOVA also revealed that gene had a significant impact on leaf K (*P* < 2e-16; Supplemental Table S1), as might be expected given these genes were selected as potentially impacting K homeostasis. We observe significant reductions in leaf K in lines *cipk23* (Ragel et al., 2015) and *pCASP1::CDEF1* (Barberon et al., 2016), and significant increases in leaf K in *rhd1*, *rhd6/rsl1* (Ahn et al., 2004), salt overly sensitive (*sos)1*, *sos3*, and *esb1* (Baxter et al., 2009) (Supplemental Table S1), as has been previously observed, in some cases. The two-way ANOVA also identified significant ploidy × gene interaction for the pairwise comparisons ploidy[4x] * gene[*ESB1*] (*P* = 0.003), ploidy[4x] * gene[*SOS3*] (*P* = 0.02), ploidy [4x] * gene [*MBF1c*] (*P* = 0.019), and ploidy[4x] * gene[*RHD2*] (*P* = 0.038). For *esb1-1, sos3-2*, and *mbf1c*, the increased leaf K concentration normally observed in wild-type neo-tetraploids compared to the diploid progenitor is suppressed, while in *rhd2* this difference is enhanced. For the three mutants that suppress the elevated leaf K in neo-tetraploids, *esb1-1*, *sos3-2*, and *mbf1c* (Figure 3b), a two-way ANOVA shows both factors, ploidy and gene, as well as their interaction now to be significant in affecting the leaf K concentration (*P* = 1.28e-10, <2.2e-16, and 0.003088, respectively, Supplemental Table S1). Both *esb1-1* and *sos3-1* significantly increase leaf K (*P* < 0.001) in both diploid and neo-tetraploid compared to wild-type, while *mbf1c* did not have an impact on leaf K concentrations compared to wild-type (*P* = 0.613). All three mutations also suppress the increased leaf K normally observed between neo-tetraploids and diploid progenitor (*P* = 0.026, 0.019, 0.012, respectively, Supplemental Table S1; Figure 3B).

**Figure 3:**
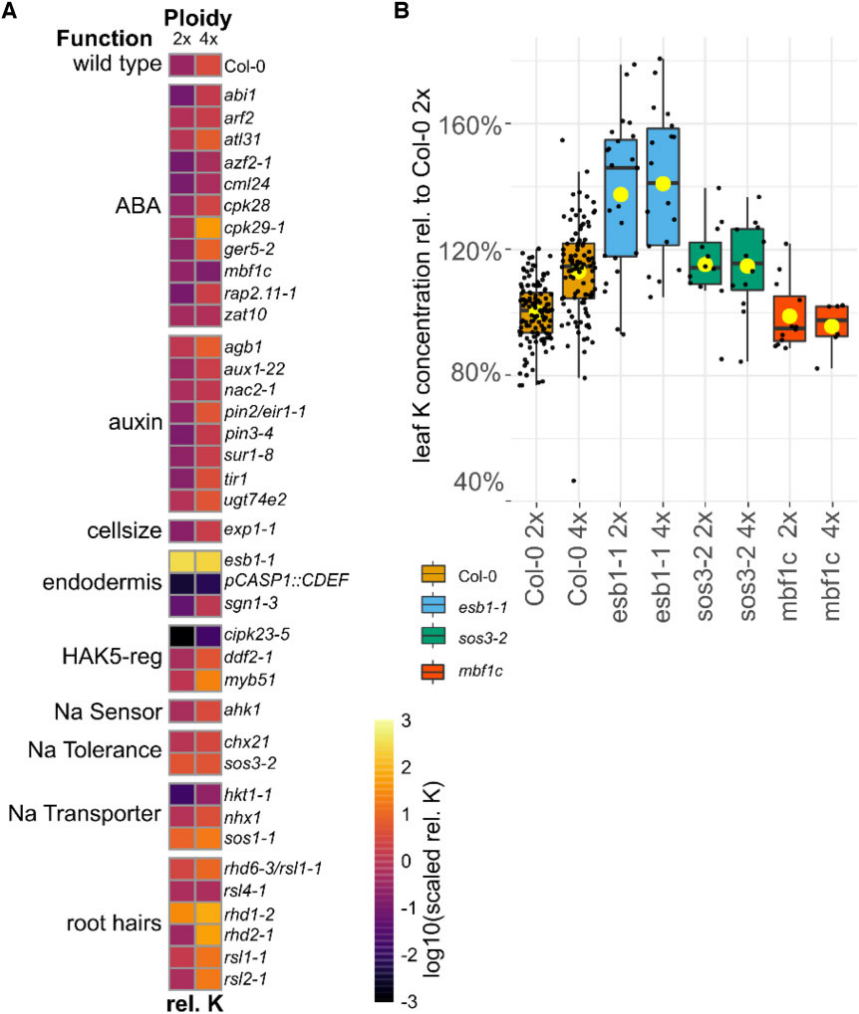
Selected candidates genes. A, Heatmap displays K concentration in leaves of diploid and neo-tetraploid mutants grown on soil relative to the K concentration in diploid wild-type plants. The color scale shows genotypes with lower (darker) and higher (brighter) than average relative K concentrations within each functional group annotated using previously published studies. rel.: relative; HAK5-reg: High Affinity K Transporter 5 regulators. B, Boxplot shows the leaf K concentration relative to diploid wild-type of the three mutants, esb1-1, mbf1c, and sos3-2 for which a significant interaction between ploidy and gene was found in the two-way ANOVA (Supplemental Table S1). The center line shows the median, box limits represent the first and third quartiles (the 25th and 75th percentiles), upper and lower whiskers extend to larges or smallest value no further than 1.5 interquartile range and dots beyond whiskers show outliers. Individual values are plotted as dots. *n* = 6–1,279, Yellow dot: averages. Diploid (2x), neo-tetraploid (4x).

*SOS3* (also known as *CBL4*) encodes a Ca sensor which operates in the SOS signaling pathway in response to salinity stress (Gong et al., 2004). SOS3 regulates Na^+^ efflux, leading to reduced K^+^ efflux through depolarization-activated K^+^ Outward Rectifying channels (Assaha et al., 2017). Elevated leaf K in neo-tetraploids compared to diploid progenitors may require SOS signaling to enable enhanced K accumulation, even at low external Na concentrations.

*ESB1* on the other hand is an important component for the biosynthesis of Casparian strips, which form in the cell wall at the endodermis (Baxter et al., 2009). In *esb1-1* Casparian strips are disturbed, leading to an increase in leaf K concentrations. It is thought that this increase in leaf K is due to the enhanced endodermal suberization observed in this mutant (Baxter et al., 2009). Increasing the suberized zone of the endodermis prevents K leaking from the stele where it is more highly concentrated than in the surrounding root tissue (Barberon et al., 2016). Neo-tetraploid *esb1-1* does not have elevated leaf K when compared to the diploid progenitor, unlike wild-type where we observe elevated leaf K in the neo-tetraploid compared to its diploid progenitor. This suggests that a normally functioning endodermis plays an important role in the enhanced leaf K concentration we observe in wild-type neo-tetraploids.

*MBF1c* is one of three *MBF* genes in Arabidopsis. MBFs are transcriptional co-activators (Takemaru et al., 1998). They are highly conserved among eukaryotes (Alavilli et al., 2017). In Arabidopsis, *MBF1a* and *1b* show high sequence similarities and expression profiles (Tsuda et al., 2004). They are thought to be important for pathogen response. *MBF1c* is distinct from *a* and *b*. It is induced by ABA treatment and has been shown to be involved in mediating salinity, osmotic, cold, and heat stress (Suzuki et al., 2005; Alavilli et al., 2017). In neo-tetraploids *MBF1c* shows higher expression in roots only in plants grown under control conditions (Supplemental Figure S1). 

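MBF1c (AT3G24500, on chromosome 3) had 14.6 ± 2.81 FPKM (SD, n = 3) in diploid and 51.9 ± 24.4 FPKM in neo-tetraploid control roots, from 79 to 120 and from 169 to 492 counts per library. The log2 fold change was 1.88 (standard error 0.38, adjusted p = 0.0217 from edgeR's quasi-likelihood test, and 1.77 with adjusted p = 0.00392 with the replicate block). The neo-tetraploid library was higher in 3 of 3 same-numbered pairs. With each library left out in turn the log2 fold change stayed between 1.58 and 2.21, and 1 of these 6 fits passed the adjusted p. In NaCl roots the log2 fold change between the ploidies was -0.04 (standard error 0.36, adjusted p = 0.968, and 0.849 with the block).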

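In diploid roots MBF1c rose with NaCl to 44.5 ± 6.24 FPKM (SD, n = 3), a log2 fold change of 1.53 over control roots (standard error 0.38, adjusted p = 0.0261 from edgeR's quasi-likelihood test, and 1.49 with adjusted p = 0.0046 with the replicate block). Across the fits that each left out 1 library this value lay between 1.37 and 1.64 and passed the adjusted p in 2 of 6.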

Upon Na treatment *MBF1c* is induced in roots of wild-type diploid plants. However, in neo-tetraploids *MBF1c* is constitutively activated to the levels seen in the Na-treated diploids, with Na treatment having no further impact on expression in neo-tetraploids. 

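In neo-tetraploid NaCl roots MBF1c had 40.7 ± 18.4 FPKM (SD, n = 3), a log2 fold change of -0.40 from neo-tetraploid control roots (standard error 0.36, adjusted p = 0.587 from edgeR's quasi-likelihood test, and 0.396 with the replicate block). The difference between the NaCl responses of the 2 ploidies was -1.92 on the log2 scale (standard error 0.52, unadjusted p = 0.00275 and adjusted p = 0.591 from the same test, and -1.88 with adjusted p = 0.127 with the block). The neo-tetraploid replicates spread over 24.38 to 71.15 FPKM in control and 21.84 to 58.58 FPKM in NaCl roots, in the order of their numbers in both.

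**Figure D2:**
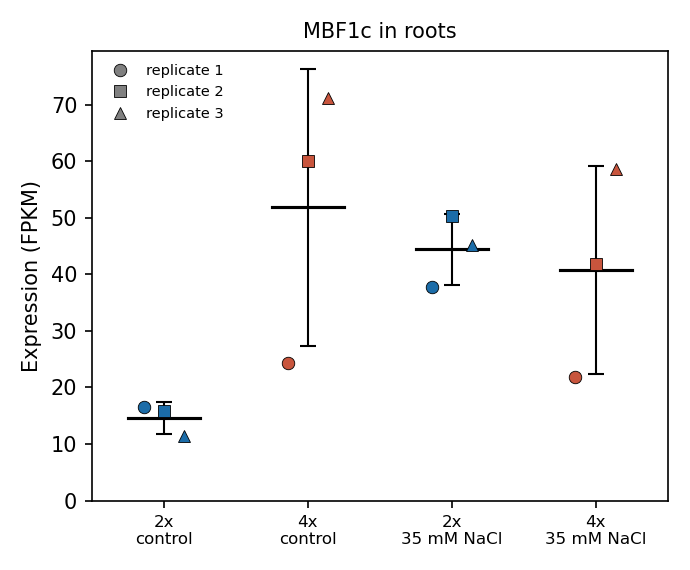
Expression of MBF1c in FPKM (y axis) in roots of diploids (2x, blue) and neo-tetraploids (4x, red) grown with 0 or 35 mM NaCl (x axis). Points are the 3 replicates of a group by number, the line is the mean and the bar the SD; the 3 diploid control libraries, from 11.37 to 16.54 FPKM, lie below all others.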

Identification of genes induced in an *MBF1c* ectopic over expression line revealed potential targets for co-regulation through MBF1c (Suzuki et al., 2005). Among the 87 DEGs in the *MBF1c* over expression line, 18 are identified here as DEGs in roots of wild-type neo-tetraploids when grown under control conditions from our RNA-Seq experiment, supporting a role for MBF1c in the transcriptional response of roots to whole-genome duplication. Multiprotein binding factor1 (MBF1c) sits upstream of several ABA and ethylene response genes (Tsuda et al., 2004; Suzuki et al., 2005), and we have established that it is necessary for the elevated leaf K observed in wild-type neo-tetraploids (Figure 2B). However, other genes known to be directly involved in ABA signaling such as *ABI1*, whose mutant *abi1-1* is insensitive to ABA (Koornneef et al., 1982), are not required for elevated leaf K in neo-tetraploids, as loss-of-function mutants in these genes still showed elevated leaf K in neo-tetraploids (ploidy[4x] * gene[*ABI1*] *P* = 0.645, Supplemental Table S1; Figure 3A). This suggests that there is not a direct link between ABA signaling and elevated leaf K in neo-tetraploids.

### Root transcriptional network associated with elevated leaf K in neo-tetraploids

From our first RNA-Seq experiment, we generated a list of DEGs with altered expression between roots of wild-type neo-tetraploid and progenitor diploid. This list of DEGs represents genes potentially involved in all the various phenotypes associated with neo-tetraploids. 

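Among the DEGs of control roots whose replicates did not overlap, the 3 with the largest positive log2 fold change were AT5G52760, PP2-B14 (AT1G56250) and WRKY46 (AT2G46400). WRKY46 had 24 to 26 counts in diploid and 243 to 296 in neo-tetraploid control root libraries, a log2 fold change of 3.52 (standard error 0.40, adjusted p = 0.00111 from edgeR's quasi-likelihood test). PP2-B14 had 5 to 9 and 42 to 115 counts. AT5G52760 had at most 1 count in any diploid control root library and was at least 8.0-fold higher in neo-tetraploids, computed from the neo-tetraploid mean against a floor of 3 counts. The 3 with the largest negative change were AT2G03821, at least 4.7-fold lower, AT5G12960, at least 5.5-fold lower, and AT3G01345, at least 546.5-fold lower in neo-tetraploids, from the diploid mean with the same floor. AT2G03821 had 6 to 20 counts in diploid control root libraries, so its bound holds for the mean and not for each library. In NaCl roots the largest positive changes were those of AT1G19960, with a log2 fold change of 2.82 (standard error 0.32, adjusted p = 0.00384), AT5G08250 with 1.99 (standard error 0.25, adjusted p = 0.00628) and AT4G08395 with 1.53 (standard error 0.26, adjusted p = 0.0319). The largest negative changes were those of LBD26 (AT3G27940), with 21 to 25 counts in diploid and 3 to 5 in neo-tetraploid libraries, of AT2G03821, at least 7.7-fold lower, and of AT3G01345, at least 635.4-fold lower. With the replicate block all of these genes remained past the adjusted p in their comparison. With each of the 6 libraries left out in turn, LBD26 passed it in 0 of 6 fits, AT2G03821 in 1 of 6 in each treatment, AT4G08395 in 1 of 6, PP2-B14 in 2 of 6 and AT5G08250 in 5 of 6, and the others in 6 of 6.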

To refine this list of DEGs to just those genes associated with the elevated leaf K of neo-tetraploids compared to progenitor diploids, we performed a second RNA-Seq experiment using roots of wild-type, and the mutants *sos3-2* and *esb1-1* we have identified to suppress elevated leaf K in neo-tetraploids compared to diploid progenitor. Our logic being that DEGs involved in elevated leaf K in wild-type neo-tetraploids should not be differentially expressed between neo-tetraploid and diploid in mutants that suppress the elevated leaf K phenotype of neo-tetraploids. DEGs between wild-type neo-tetraploids and diploids would be classified as being associated with elevated leaf K in neo-tetraploids if they are not differentially expressed between neo-tetraploid and diploid in both of the mutants *sos3-2* and *esb1-1* that suppress the elevated leaf K of neo-tetraploids compared to progenitor diploids. We grew diploid and neo-tetraploid *sos3-2* and *esb1-1* mutants and wild-type in soil, and measured the leaf ionome. Using a two-way ANOVA, we confirmed the elevated leaf K phenotype of wild-type neo-tetraploids compared to progenitor diploid, and the quantitative suppression of this difference in leaf K between neo-tetraploid and progenitor diploid in the two mutants *esb1-1* and *sos3-2* (ploidy [4x] * Gene [*SOS3*] *P* = 0.042, ploidy [4x] * Gene [*ESB1*] *P* = 0.035, Supplemental Figure S5). We used these plants to perform RNA-Seq, and identified DEGs in roots between neo-tetraploids and their diploid progenitors. In wild-type, we identified 114 DEGs, and this number was reduced in both mutants suppressing the elevated leaf K of neo-tetraploids compared to progenitor diploids (Supplemental Figure S6a). We next compared all DEGs between diploids and neo-tetraploids across wild-type, *sos3-2*, and *esb1-1*. This comparison is illustrated in a Venn diagram showing the overlap in DEGs between all three genotypes (Figure 4A). Through this comparison, we identified 92 of the DEGs between wild-type neo-tetraploids and diploid progenitors that are no longer differentially expressed between neo-tetraploids and diploids in the *sos3-2* and *esb1-1* mutants that suppress the difference in leaf K between neo-tetraploids and progenitor diploids. We conclude that the differential expression of these 92 genes between wild-type neo-tetraploids and progenitor diploids is specifically associated with the elevated leaf K we observe in wild-type neo-tetraploids compared to diploid progenitor. A heat map of the expression of this core set of 92 genes in wild-type identified two major clusters, one contains 17 genes that are upregulated after whole-genome duplication, and the other 75 genes that are downregulated after whole-genome duplication (Figure 3B). To learn more about the pathways affected by whole-genome duplication, we performed a GO enrichment analysis, which revealed enrichment of genes involved in xyloglucan processes (cell wall), ion transport (zinc and inorganic anions), and the Casparian strip (Supplemental Figure S6b).

**Figure 4:**
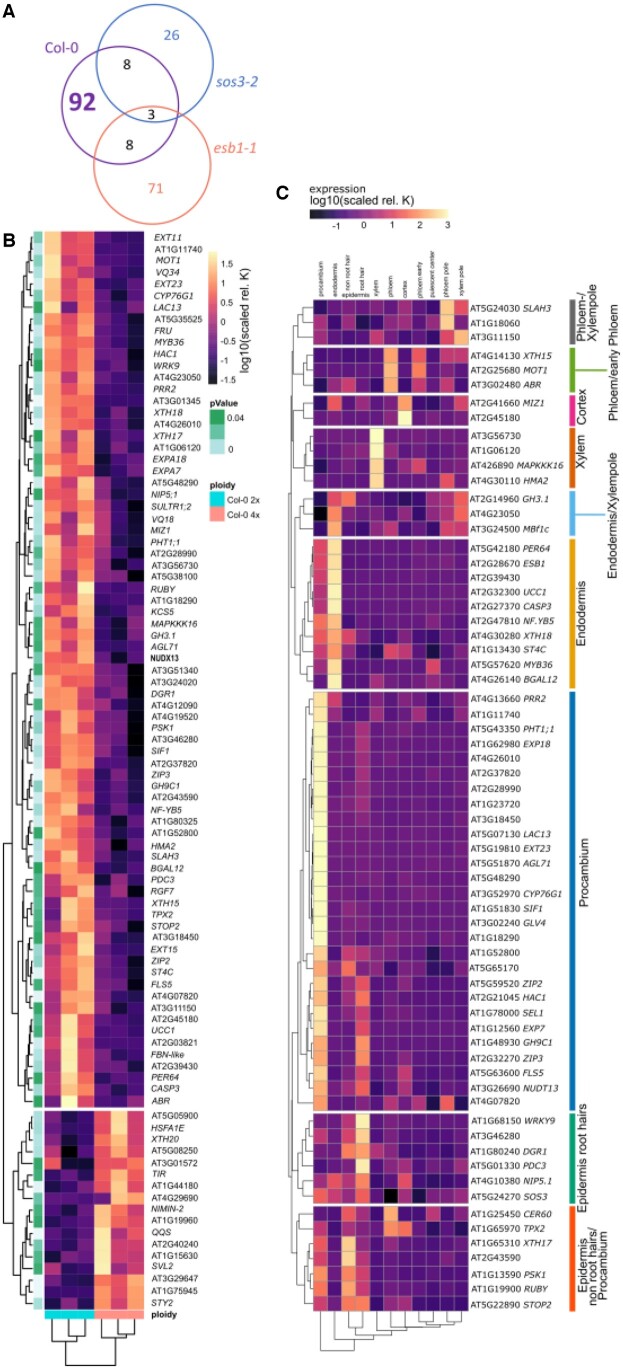
Neo-tetraploid elevated leaf K gene network. A, Venn comparison of all ploidy dependent DEGs reveals that 92 are specifically changed in wild-type but not in the K-phenotype suppressing mutants. B, Heatmap of the expression of 92 genes in diploid and neo-tetraploid wild-type shows a clear ploidy pattern with 17 genes induced in neo-tetraploids and 75 genes repressed. The annotation row indicates significance of fold change of expression between diploid and neo-tetraploid wild-type. Dark: less significant, light: highly significant. C, ePlant http://bar.utoronto.ca/eplant/ was used to obtain data on root cell type-specific expression patterns for 78 selected genes. Data for 66 genes were available on the platform. Expression was normalized to “ROOT_CTRL” and averaged within procambium, endodermis, epidermis nonroot hair, epidermis root hair, xylem, cortex, early phloem, phloem, quiescent center, phloem pole, and xylem pole. A heatmap of the normalized average expression was generated and clustered. High expression is indicated by bright colors, low expression by dark colors. Clusters were used to annotate network analysis in Figure 4 using the color scheme indicated next to the heatmap.

To further assess the function of these genes in the elevated leaf K in neo-tetraploid compared to progenitor diploid, we investigated the cell type-specific expression patterns of this core gene set in the root. We utilized a publicly available database (ePlant, Waese et al., 2017) to search for the cell type-specific expression pattern of all 75 genes downregulated after whole-genome duplication in wild-type neo-tetraploid roots. We focused on genes that are repressed because we reasoned that this repression must have occurred in the cell type the gene is usually expressed in. For genes that are induced, we cannot make any assumptions about where they may be induced in neo-tetraploids, and, therefore, they were excluded from this analysis. We also included the genes we have already established as being necessary for elevated leaf K in neo-tetraploids compared to diploid progenitor, which are *SOS3*, *MBF1c*, and *ESB1.* Root cell type-specific data were available for 66 of the 78 genes. We generated a heat map based on the tissue-specific expression pattern of the selected genes and grouped them into nine clusters. Each cluster defined a pattern of cell type-specific gene expression within the root (Figure 4c). We detected a cluster of 10 genes, repressed in neo-tetraploids, which are mainly expressed in the endodermis. In this cluster, we find *ESB1* which we had already established as being necessary for the ploidy K phenotype. This cluster contains several genes known to be involved in Casparian strip formation, including *ESB1*, *MYB36* the master transcriptional regulator of Casparian strip biogenesis, and *PER64*, *UCC1*, and *CASP3* regulated by *MYB36* (Roppolo et al., 2011; Lee et al., 2013; Kamiya et al., 2015; Reyt et al., 2020). Very closely clustered is one more group of three genes. Here, genes are additionally expressed in the xylem pole. For these, a direct involvement in Casparian strip formation has not been shown. It includes *GH3.1* which is involved in auxin signaling (Di et al., 2021). Additionally, it contains *MBF1c* which we have confirmed to be necessary for the difference in leaf K between neo-tetraploids and progenitor diploid (Figure 2B). Two further clusters encompass genes expressed in the epidermis, some of them in root hair cells, and others in nonroot hair cells. Notable, here is the *WRKY9* transcription factor which has recently been shown to be induced by salt treatment, and to positively regulate *CYP94B3* and *CYP86B1*, leading to increased root suberin and salt tolerance (Krishnamurthy et al., 2021). A large cluster of genes is expressed in the procambium, among them *LAC13* which has recently been shown to also localize to the Casparian strip region (Rojas-Murcia et al., 2020). Several genes in the procambium cluster are also expressed in the epidermis. For example, *EXP7/Expα-1.26*, codes for an expansin. Expansins are a group of proteins involved in cell wall loosening and turgor-driven cell wall expansion (Li et al., 2002). Expression levels of *EXP7* are positively related with root hair length (Lin et al., 2011). The last clusters encompass stele and cortex-specific genes. Changes in expression in *MAPK^3^16*, which is downregulated in neo-tetraploids, may alter a signaling pathway which could in turn affect K^+^ translocation to the shoot. MAPK^3^16 is expressed in the xylem (Figure 4C). This analysis allowed us to conclude which root tissues are responsive to whole-genome duplication and especially highlighted the importance of the endodermis, already highlighted in the GO enrichment analysis (Supplemental Figure S6b). In some cases, like *MYB36*, a regulator of the DEGs *PER64*, *UCC1*, and *CASP3*, we also showed that several genes are linked through the same expression network. Whole-genome duplication-dependent changes in signaling likely lie upstream of *MYB36*, and lead to a whole series of gene expression changes. We hypothesize that whole-genome duplication affects a number of processes, such as the formation of the endodermis controlled by regulators such as *MYB36*, through a so far unknown signaling cascade. We postulate that by identifying the regulators for each of the molecular structures or processes changed by whole-genome duplication, such as the endodermis, we can resolve the molecular “ploidy signal” initiating phenotypic changes after whole-genome duplication. We should subsequently be able to modify the expression of these regulators to re-create neo-tetraploid phenotypes in a diploid background. This would allow us to emulate desired traits of neo-tetraploids without the downsides of whole-genome duplication such as reduced fitness (Chao et al., 2013).

We performed a network analysis in order to help us identify potential ploidy master regulator genes. Using STRING (Szklarczyk et al., 2015), we assessed connections between the core 92 genes differentially expressed in roots between wild-type neo-tetraploid and progenitor diploid, and determined to be associated with elevated leaf K in the neo-tetraploids. We also included the three genes *ESB1*, *SOS3*, and *MBF1c* we have established genetically to be necessary for the elevated leaf K in neo-tetraploids compared to progenitor diploid (Figure 2B). In this STRING network (Figure 5), genes are connected based on their co-expression correlation. We used the cell type location of expression (Figure 4C) to assign colors to genes in the network. This allowed us to show not only co-expression but also co-localization-dependent connections between genes.

**Figure 5:**
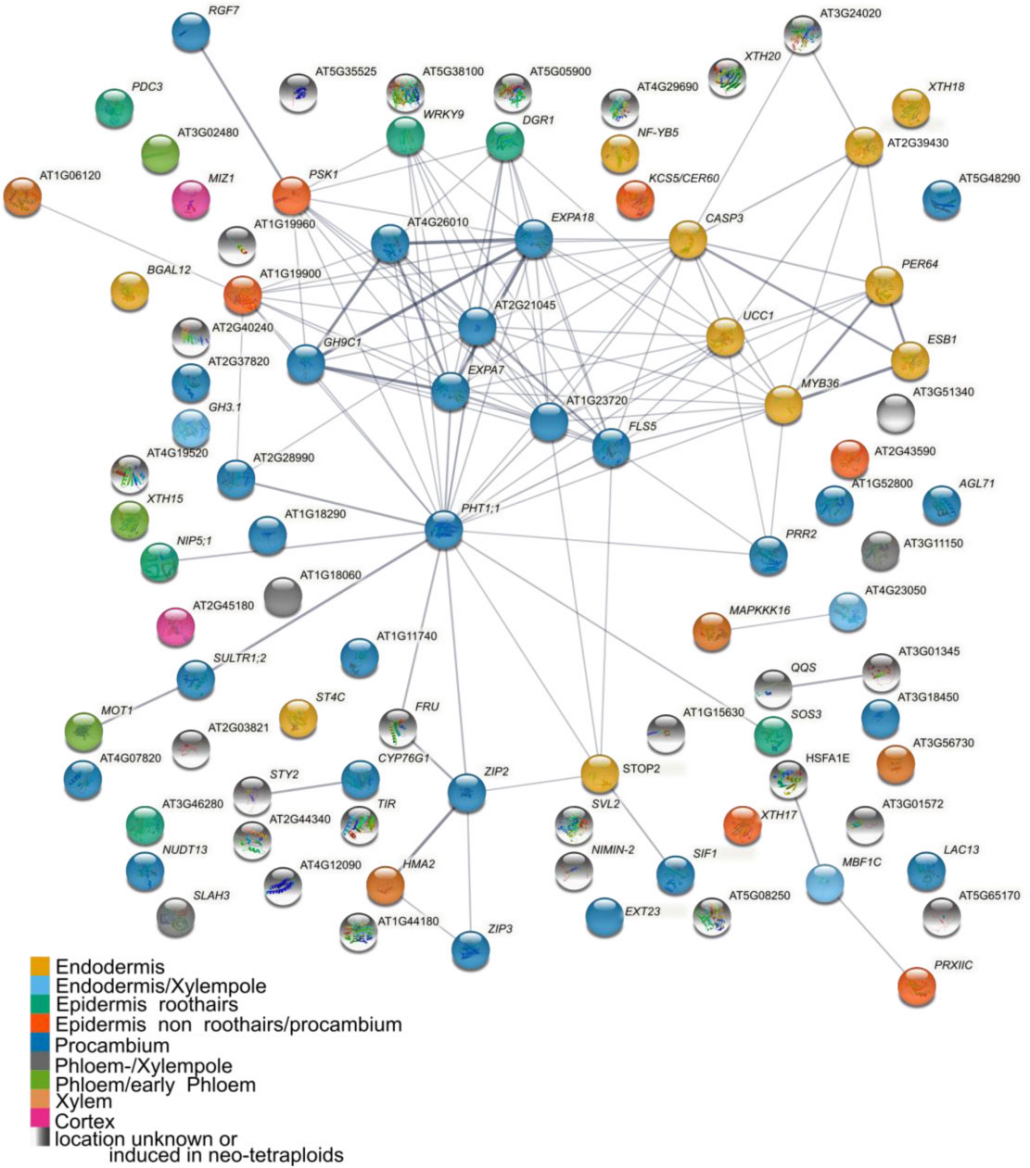
STRING analysis and cell type-specific ploidy changes reveal the importance of the endodermis for increased leaf K concentrations in neo-tetraploids. STING network analysis of 75 downregulated genes plus 3 previously identified genes known to be related to the elevated leaf K phenotype of neo-tetraploids. The STRING network identified hub genes, connected through co-expression correlations with several other genes of the ploidy network. Colors are chosen based on root cell type-specific expression as shown in the public database ePlant. For genes without color no data were available on ePlant or genes were induced after whole-genome duplication.

We detect several hub genes; genes co-expressed with numerous other genes. One of these hubs is *EXPA7*, expressed in the procambium and in root hair epidermal cells. *EXPA7* is connected to several endodermal genes, and other root hair and nonroot hair genes. Among them is *PHT1;1*, which encodes for one of two major phosphate uptake transporter in roots, the other one being *PHT1;4*. Both play a role in Pi acquisition from low and high Pi environments, and a lack of both genes leads to increased root hair length (Shin et al., 2004). *PHT1;1* is very highly expressed in root hair cells (Mudge et al., 2002) which are important for Pi uptake. This shows that the most prominent cluster is centered around root hairs and cell growth, suggesting a link between root hair development and the establishment of the elevated leaf K phenotype in neo-tetraploids. Root hairs play an important role in K^+^-uptake in diploid Arabidopsis (Ahn et al., 2004). Further, neo-tetraploid Arabidopsis have longer and denser root hairs (Stetter et al., 2015), a phenotype possibly linked to larger cells of neo-tetraploids (Supplemental Figure S7). However, neo-tetraploids of root hair mutants tested in this study still have elevated leaf K compared to the diploid mutant progenitor (Figure 3A). This suggests that alterations in root hairs in neo-tetraploids are a consequence of the mechanisms driving elevated leaf K in neo-tetraploids, but they are not the primary cause. Another hub gene in the network is *MYB36* which is connected to, as expected, many Casparian strip genes, but also several genes expressed in the procambium. This network (Figure 5) represents gene expression changes in roots of neo-tetraploids induced by whole-genome duplication and that are associated with the elevated leaf K of neo-tetraploids. A subset of these genes will be necessary for the elevated leaf K in neo-tetraploids compares to diploid progenitors, while others are likely to be changing as a consequence of expression changes in these causal genes. This network analysis has allowed us to highlight several genes that could function as hubs or “ploidy master regulators” based not only on their co-expression but also localization of expression. Further studies should focus on these genes when investigation the molecular basis for the leaf K phenotype of neo-tetraploids.

### Cell type specificity of whole-genome duplication drives increased leaf K in neo-tetraploids

To explore further the set of genes described in the co-expression network (Figure 5), we asked the question, what cell types in the root need to undergo whole-genome duplication to initiate the elevated leaf K observed in neo-tetraploids compared to progenitor diploid? To answer this, we utilized the ectopic expression of *SIM* in a tissue-specific manner. *SIM* is sufficient for endoreduplication (Churchman et al., 2006), the replication of the nuclear genome in the absence of mitosis, which leads to elevated nuclear gene content and polyploidy. Expression of *SIM* in a cell type-specific manner allows targeted endoreduplication in specific cell types (Dietrich et al., 2017). Constitutive overexpression of *SIM* is very disruptive to growth. Previously, a system using *GAL4-VP16*-driven transactivation was established to assess the effect of tissue-specific overexpression in a heterozygous F1 generation (Dietrich et al., 2017). Tissue-specific promotor lines *pEn7-GAL4-pUAS-H2HF, pGo2-GAL4-pUAS-H2AF, pGL2-GAL4-pUAS-H2AF*, and *pUAS* were crossed with *SIM* line *pUAS-SIM9.2* to generate a tissue-specific increase in ploidy. Nuclear localized green fluorescent protein (GFP) was also expressed under control of the tissue-specific promotors, to allow the direct determination of location of SIM expression in the root. Using this approach, we were able to drive endoreduplication specifically in the endodermis (promoter *pEn7*), cortex (promoter *pCo2*), and epidermis (promoter *pGL2*). We assessed nuclei size, GFP signal, and cell size in these F1 plants to directly confirm endoreduplication in the target cell types (Figure 6, A–C). Microscopy of the root showed an early development of long root hairs in lines expressing SIM in the epidermis, cortex, or endodermis (Figure 6D). It also allowed us to confirm the correct tissue localization of the SIM expression (Figure 6, E and F). These plants were grown in soil and the leaf ionome measured. An ANOVA analysis of K in leaves revealed that endoreduplication in the endodermis (strongest effect line *pEn7 X SIM9.2*) produces increased leaf K compared to the parental lines (*P* = 0.003; Figure 7A; Supplemental Table S1). However, we observed no increase in leaf K when endoreduplication is targeted to the cortex (lines *pGL2 x SIM9.2*) (*P* = 0.277, Supplemental Table S1) or epidermis (lines *pCo2 x SIM9.2*) (*P* = 0.695, Supplemental Table S1; Figure 7A). As a control, in the same experiment, we observed an increase in leaf K between wild-type neo-tetraploid and diploid progenitor (*P* = 0.043, Figure 7A; Supplemental Table S1), as expected. Crosses of the cell type-specific promoter lines with two other independent *SIM* lines *SIM1.1* and *SIM3.3*, which have varying levels of SIM activity (Figure 6), allowed us to further evaluate the impact of cell type-specific endoreduplication. We observed the strongest relationship between cell size, as a marker of endoreduplication, and increased leaf K for the endodermis (Figure 7B), with a weaker effect in the cortex, and no effect in the epidermis (Figure 7B). We conclude that whole-genome duplication in the endodermis is sufficient to produce the elevated leaf K observed in wild-type neo-tetraploids compared to diploid progenitor.

**Figure 6:**
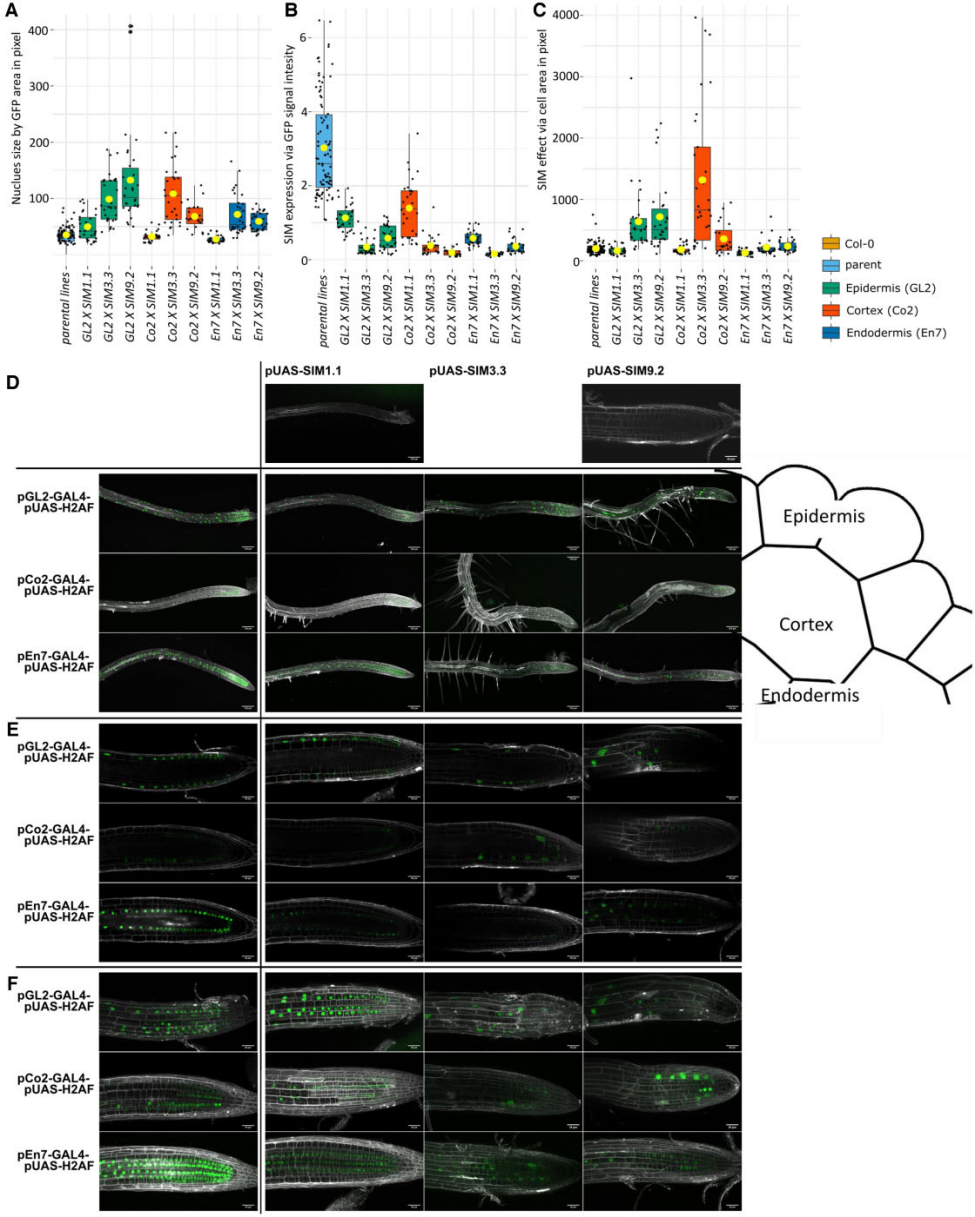
Characterization of SIM overexpression. Microscope images of roots of plants expressing GFP and (in F1 plants of crosses with *pUAS-SIM* lines, parental lines: (*En7*, *GL2*, *Co2*, *SIM1.1*, *SIM3.3*, and *SIM9.2*) SIM in epidermis, cortex, and endodermis. Five-day-old plants, grown on 1/2 MS agar-solidified plates containing no sucrose, are stained with propidium iodide for 3 min. A, Quantification of the GFP signal allows an estimation of *SIM* expression which is higher in the line *En7 X SIM9.2* than *En7 X SIM3.3* and also in *GL2 X SIM9.2* than *GL3 X SIM3.3.* The signal intensity was adjusted to compensate for different gain. B, The effect of SIM on endoreduplication was assessed by measuring the GFP area which is equivalent to the nuclei area. Nuclei of *GL2/Co2/En7 X 1.1* lines are smaller than those of *GL2/Co2/En7 X 9.2* and *3.3* lines, indicating that *SIM* was silenced in this cross, which serves as an additional control. C, The cell area in GFP expressing cells was measured. To avoid the impact of cell elongation cells of the root tips were chosen for this measurement. The effect of *SIM* is related to cell size as expected. *n* = 10–30, One-way ANOVA for A to C showed significant differences between SIM lines and parental lines (Supplemental Table S4). D, Lower magnification shows the early development of root hairs in *GL2/Co2/En7 X SIM* lines. Images are maximum projections GFP gain varied in order to ensure visibility but avoid overexposure. Schematic indicates in which cell-type *SIM* is expressed. Scale bar 120 µm. E, Central region of the root at a higher magnification shows the localization of the GFP signal in the respective tissue. F, Maximum projection through the whole root shows size of nuclei in *GL2/Co2/En7 X 9.2* and *3.3* lines. E and F, scale bar 30 µm. A–C, The center line shows the median, box limits represent the first and third quartiles (the 25th and 75th percentiles), upper and lower whiskers extend to larges or smallest value no further than 1.5 interquartile range and dots beyond whiskers show outliers. Individual values are plotted as dots.

**Figure 7:**
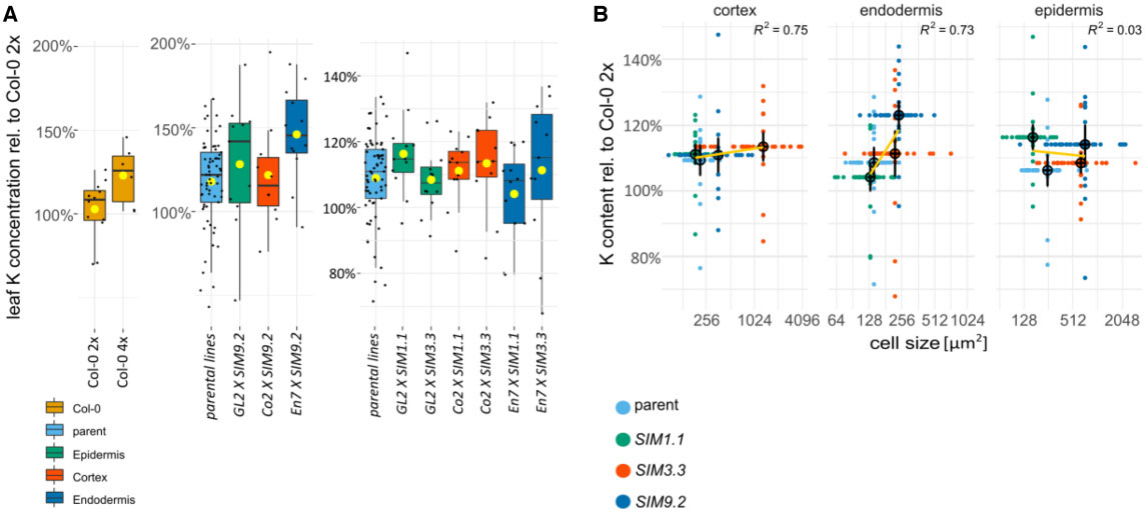
Leaf K in and cell size in lines expressing SIM in tissue-specific patterns. A, Boxplot shows the leaf K concentration relative to diploid wild-type of lines with increase ploidy in epidermis (GL2), cortex (Co2), or endodermis (En7) only (Dietrich et al., 2017). The center line shows the median, box limits represent the first and third quartiles (the 25th and 75th percentiles), upper and lower whiskers extend to larges or smallest value no further than 1.5 interquartile range and dots beyond whiskers show outliers. Individual values are plotted as dots. Ploidy increase was achieved by expression of the endoreduplication gene SIM under control of a tissue-specific promotor. Crosses containing both the promotor and SIM construct display increased endoreduplication, that is polyploidy in one of the three cell types. *n* = 6–65, Diploid (2x), neo-tetraploid (4x). One-way ANOVA showed significant differences between diploids and tetraploids only for the wild-type (Supplemental Table S1). Further ANOVA (Supplemental Table S1) showed significant differences between the parental lines (En7, GL2, Co2, SIM1.1, SIM3.3, and SIM9.2) and En7 X SIM9.2 lines. Lines with a reduced SIM expression (SIM3.3 and SIM1.1) did not show significant differences to parental lines (Supplemental Table S1). As a control we also confirm the known leaf K concentration increase in neo-tetraploid wild-type plants (ANOVA Supplemental Table S1). Yellow dot: averages. Diploid (2x), neo-tetraploid (4x) B, Confocal images (Figure 6) of 7-day-old plate grown (1/2 MS, 1% Agar, no sucrose) were used to measure the root cell size of GFP-positive cells (i.e. cortex, endodermis or epidermis cells, parental lines: (*En7*, *GL2*, and *Co2*) in micrometer square. Average cell size and shoot K concentrations were plotted (black dots: mean ± se) and a linear model, *y–x*, was fitted to measure correlation (yellow line). Individual cell size values are plotted against the average shoot K concentration and individual shoot K concentrations are plotted against the average cell size per genotype to show data distribution. *n*^K concentration^: 10–12; *n*^cell size^: 20–30.

## Conclusions

Roots are known to drive the elevated leaf K observed in neo-tetraploids compared to their diploid progenitors. We discovered that disruption of the two major K^+^-uptake systems, AKT1 and HAK5, or their regulators, in roots does not suppress the elevated leaf K in neo-tetraploids caused by whole-genome duplication of the progenitor diploid. We conclude that the elevated leaf K observed in neo-tetraploids compared to diploid progenitor is not due to activation in the neo-tetraploid of the major K^+^-uptake systems in roots. This discovery rules out the most obvious hypothesis regarding the mechanism of elevated leaf K in neo-tetraploids, that it is due to increased activity of AKT1 and/or HAK5 in neo-tetraploids. To explore other possible mechanisms, and build testable hypotheses about this important phenomenon, we tested the potential role of 38 selected genes. We identified three genes (*ESB1*, *SOS3*, and *MBF1c*) for which loss-of-function mutations suppress the elevated leaf K phenotype of neo-tetraploids compared to their diploid progenitors. We show genetically that a functional endodermis, SOS signaling, and certain aspects of upstream ABA signaling are necessary for the elevated leaf K observed in neo-tetraploids compared to their diploid progenitor. Expanding our approach beyond single genes, we uncover a core transcriptional network associated with the increased leaf K concentration in neo-tetraploids. This network contains genes that are either repressed or activated in neo-tetraploid roots. The network is enriched in processes such as root hair development, cell wall re-modeling, ion transport, endodermal development, and ABA signaling. These genes are differentially expressed in key cell types of the root, including procambium, epidermis, root hairs, endodermis, and vascular tissue. Whole-genome duplication appears to initiate root-wide changes in gene expression that lead to elevated leaf K in neo-tetraploids compared to their diploid progenitor. Further, we observe that whole-genome duplication within the endodermis alone is sufficient to drive elevated leaf K concentrations. It remains to be determined genetically which genes within this root-wide core transcriptional network are necessary for elevated leaf K in neo-tetraploids, and which are sufficient. Further, it is an open question as to what the molecular steps initiated by whole-genome duplication in the endodermis are that lead to root-wide transcriptional changes in this core set of genes that drives elevated leaf K in neo-tetraploids. The gene set we have identified provides the basis for the development of testable hypothesis and experimental approaches to help answer these important questions. In certain crops (Meng et al., 2011; An et al., 2014; Wang et al., 2021), tetraploids are more tolerant to drought and salinity. The core gene set we have identified offers the potential to synthetically create, in a diploid background, these beneficial effects of whole-genome duplication without the associated drawbacks, providing an avenue to develop crops more tolerant to drought and salinity.

## Materials and methods

A full description can be found in the Supplemental Materials and Methods, including a list of all primers (Supplemental Table S4) and a full GO enrichment analysis (Supplemental Table S5). Plant lines were obtained from NASC, or donated. A full list can be found in Supplemental Table S6. Elemental content was determined using inductively coupled plasma–mass spectrometry (ICP-MS), image analysis was done using Fiji and statistical analysis and graphs were done using R/RStudio. RNA-Seq was performed by BGI (https://www.bgi.com/global/) according to their standard analysis procedure and by Deep Seq at the University of Nottingham (https://www.nottingham.ac.uk/deepseq/).

## Availability statement

RNA-Seq datasets generated during this study can be found at GEO https://www.ncbi.nlm.nih.gov/geo/ under the number GSE180004 for the assessment of plate grown wild-type plants and GSE180818 for the assessment of soil-grown wild-type and mutant plants. The latter dataset contains further samples not described in this study of plate-grown plants and a fourth mutant *rhd6-3/rsl1-1* and a fifth mutant *chx23-4*. Both sets have also been unified under the SuperSeries GSE180819.

### Accession numbers

Sequence data from this article can be found in the GenBank/EMBL data libraries under accession numbers *ESB1* (AT2G28670), *SOS3* (AT5G24270), *AKT1* (AT2G26650), *HAK5* (AT4G13420), *MYB51* (AT1G18570), *RAP2.11* (AT5G19790), *MBF1C* (AT3G24500), (AT1G06120), (AT1G11740), *EXPA7* (AT1G12560), *ST4C* (AT1G13430), *PSK1* (AT1G13590), (AT1G15630), *FBN-like* (AT1G18060), (AT1G18290), *RUBY* (AT1G19900), (AT1G19960), *EXT15* (AT1G23720), *KCS5* (AT1G25450), (AT1G44180), *GH9C1* (AT1G48930), *SIF1* (AT1G51830), (AT1G52800), *EXPA18* (AT1G62980), *XTH17* (AT1G65310), *TPX2* (AT1G65970), *SVL2* (AT1G66970), *WRKY9* (AT1G68150), *TIR* (AT1G72930), (AT1G75945), *SULTR1;2* (AT1G78000), *DGR1* (AT1G80240), (AT1G80325), *GH3.1* (AT2G14960), *HAC1* (AT2G21045), *MOT1* (AT2G25680), *CASP3* (AT2G27370), *FRU* (AT2G28160), (AT2G28990), *ZIP3* (AT2G32270), *UCC1* (AT2G32300), (AT2G37820), (AT2G39430), (AT2G40240), *MIZ1* (AT2G41660), (AT2G43590), *VQ18* (AT2G44340), (AT2G45180), *NF-YB5* (AT2G47810), (AT3G01345), (AT3G01572), *RGF7* (AT3G02240), *ABR* (AT3G02480), *HSFA1E* (AT3G02990), (AT3G11150), (AT3G18450), (AT3G24020), *NIMIN-2* (AT3G25882), *NUDX13* (AT3G26690), (AT3G29647), *QQS* (AT3G30720), (AT3G46280), (AT3G51340), *CYP76G1* (AT3G52970), (AT3G56730), (AT4G07820), *NIP5;1* (AT4G10380), (AT4G12090), *PRR2* (AT4G13660), *XTH15* (AT4G14130), (AT4G19520), (AT4G23050), (AT4G26010), *BGAL12* (AT4G26140), *MAPKKK16* (AT4G26890), (AT4G29690), *HMA2* (AT4G30110), *XTH18* (AT4G30280), *STY2* (AT4G36260), *PDC3* (AT5G01330), (AT5G05900), *LAC13* (AT5G07130), (AT5G08250), *EXT23* (AT5G19810), *STOP2* (AT5G22890), *SLAH3* (AT5G24030), (AT5G35525), (AT5G38100), *PER64* (AT5G42180), *PHT1;1* (AT5G43350), *XTH20* (AT5G48070), (AT5G48290), *EXT11* (AT5G49080), *MYB36* (AT5G57620), *ZIP2* (AT5G59520), *FLS5* (AT5G63600), *VQ34* (AT5G65170), and *AGL71* (AT5G51870), (AT2G03821).

## Supplemental data

The following materials are available in the online version of this article.

**Supplemental Materials and Methods.**

**Supplemental Figure S1.** Role of ABA-signaling—RNA-Seq of diploid and neo-tetraploid wild-type plants grown on 1/4 Hoagland’s, agar-solidified medium.

**Supplemental Figure S2.** RNA-Seq in diploids and neo-tetraploids reveals K homeostasis genes are differentially regulated.

**Supplemental Figure S3.** Expression of Low K signaling in neo-tetraploids.

**Supplemental Figure S4.** Ploidy-dependent ionomic differences.

**Supplemental Figure S5.** Leaf K for soil-grown plants used for RNA-Seq.

**Supplemental Figure S6.** Neo-tetraploid elevated leaf K gene network.

**Supplemental Figure S7.** Cell size of neo-tetraploids.

**Supplemental Figure S8.** Generation of new tetraploid lines.

**Supplemental Figure S9.** PANTHER GO-enrichment analysis of the effect of Na on the root transcriptome.

**Supplemental Figure S10.** PANTHER GO-enrichment analysis of shoot transcriptome.

**Supplemental Table S1.** ANOVA (Analysis of Variance) for Figures 1, 3, and 4 as well as Supplemental Figures S3, S4, S7, and S10.

**Supplemental Table S2**. Raw ionomic data in parts per million (ppm) or µg/gDW (dry weight).

**Supplemental Table S3.** List of all differentially expressed genes.

**Supplemental Table S4.** List of primers used in this study.

**Supplemental Table S5.** Full results of GO enrichment analysis of a subset of genes DE between wild-type diploid and neo-tetraploids in roots either under control conditions, or under Na stress or both.

**Supplemental Table S6.** List of Arabidopsis lines used and generated for this study.

## Supplementary Material

kiac360_Supplementary_Data Click here for additional data file.

# Supplementary material for: Transcriptional network underpinning ploidy-related elevated leaf potassium in neo-tetraploids
**Source:** Plant Physiol. 2022 Aug 5;190(3):1715–30. doi: 10.1093/plphys/kiac360
**Supplement:** kiac360_Supplementary_Data

# Supplementary Information for Transcriptional networks underpinning ploidy related increased leaf potassium in neo-tetraploids.

Sina Fischer<sup>1</sup>, Paulina Flis<sup>1</sup>, Fang-Jie Zhao<sup>2</sup>, David E. Salt<sup>1\*</sup>

## This PDF file includes:

Supplementary text: Materials and Methods (Extended)  
Supplemental Figure S1 to S10  
Tables S1 to S4  
SI References

## Supplemental Materials and Methods.

### Arabidopsis (*Arabidopsis thaliana*) lines

Arabidopsis lines were obtained from the Nottingham Arabidopsis Stock Center (NASC) and donated by Francisco Rubio (Ragel et al., 2015), Daniela Dietrich (Dietrich et al., 2017), Guilhem Reyt (Roppolo et al., 2011), Priya Ramakrishna (Ramakrishna et al., 2019). The wild type Col-0 neo-tetraploid lines were obtained from Chao *et al.* (Chao et al., 2013). Further, previously published lines were donated by Rahul Bhosale and Malcolm Bennett (Seifert et al., 2002; Foreman et al., 2003; Young et al., 2006; Menand et al., 2007; Yi et al., 2010).

### Cultivation conditions

**Agar solidified nutrient media:** Plants were grown on ½ MS (2.2g MS/l, 1% (w/v) agar, 5mM MES), ¼ or 1/10 Hoagland medium (250/ 100 µM NH<sub>4</sub>H<sub>2</sub>PO<sub>4</sub>, 500/ 200 µM MgSO<sub>4</sub>, 700/ 280 µM Ca (NO<sub>3</sub>)<sub>2</sub>, 1500/ 600 µM KNO<sub>3</sub>, 12.5/ 5 µM Fe-HBED, 5 mM MES at pH 5.7.) solidified with 1 % (w/v) agar (Type A, Sigma Aldrich or Alfa Aesar Low EEO Agarose for high purity agar). In some cases the nutrient solution contained and 1 % (w/v) sucrose (Sigma Aldrich BioXtra). Cultivation was under long day conditions of 16h light (170-230 µmol m<sup>-2</sup> s<sup>-1</sup>) /8h dark.

**Soil experiments:** Plants cultivated on soil was carried out as described previously (Danku et al., 2013; Campos et al., 2021). In brief, plants were grown for 5 weeks on peat Jiffy® soil pellets or in

pots filled with peat substrate (Levington M3, T34 biocontrol®) after stratification for 48h at 4°C. Genotypes were randomized. Plants were bottom watered with nutrient solution (100 µM  $\text{NH}_4\text{H}_2\text{PO}_4$ , 200 µM  $\text{MgSO}_4$ , 400 µM  $\text{Ca}(\text{NO}_3)_2$ , 600 µM  $\text{KNO}_3$ , 5 µM Fe-HBED, 4.63 µM  $\text{H}_3\text{BO}_3$ , 0.032 µM  $\text{CuSO}_4$ , 0.915 µM  $\text{MnCl}_2$ , 0.077 µM  $\text{ZnSO}_4$ , 0.011 µM  $\text{MoO}_3$ ; pH 5.7 buffered with 5mM MES) once a week. Leaf tissue was harvested for ICP-MS analysis using a scalpel. Leaf samples were washed 3 times in MilliQ  $\text{H}_2\text{O}$  to remove particles adhering to the outside before they were dried at 80°C for 24h. Root tissue was harvested by upending the contents of one pot into a large glass bowl. Roots were scooped from between the loose soil using tweezers and placed into water very briefly. Swirling them in water for a few seconds removed most of the adhering soil. Roots were removed and placed into fresh water containing a few drops of hair conditioner. The mixture was sonicated for 5 seconds and the now clean roots were rinsed in fresh water for a few seconds once more. Finally, roots were frozen in liquid nitrogen. From start to finish the root harvesting was finished within 2 minutes.

#### Inductively Coupled Plasma-Mass Spectrometry

Sample preparation as described previously (Danku et al., 2013). Dried plant material was digested with 1ml concentrated trace metal grade nitric acid Primar Plus (Fisher Chemicals) spiked with Indium as an internal standard. Samples were heated in dry block heaters (SCP Science; QMX Laboratories) at 115°C for 4h. After cooling, digested samples were diluted to 10ml with 18.2 MΩcm Milli-Q Direct water (Merck Millipore) and subsequently analyzed using an ICP-MS, PerkinElmer NexION 2000 equipped with Elemental Scientific Inc. autosampler, in the collision mode (He). Twenty-four elements were monitored including the following stable isotopes:  $^7\text{Li}$ ,  $^{11}\text{B}$ ,  $^{23}\text{Na}$ ,  $^{24}\text{Mg}$ ,  $^{31}\text{P}$ ,  $^{34}\text{S}$ ,  $^{39}\text{K}$ ,  $^{43}\text{Ca}$ ,  $^{48}\text{Ti}$ ,  $^{52}\text{Cr}$ ,  $^{55}\text{Mn}$ ,  $^{56}\text{Fe}$ ,  $^{59}\text{Co}$ ,  $^{60}\text{Ni}$ ,  $^{63}\text{Cu}$ ,  $^{66}\text{Zn}$ ,  $^{75}\text{As}$ ,  $^{82}\text{Se}$ ,  $^{85}\text{Rb}$ ,  $^{88}\text{Sr}$ ,  $^{98}\text{Mo}$ ,  $^{111}\text{Cd}$ ,  $^{208}\text{Pb}$  and  $^{115}\text{In}$ . Liquid reference material composed of pooled samples was prepared before the beginning of a sample run and was used throughout the whole sample run. It was run after every ninth sample to correct for variation within ICP-MS analysis run. The calibration standards (with indium internal standard and blanks) were prepared from single element standards (Inorganic Ventures; Essex Scientific Laboratory Supplies Ltd, Essex, UK) solutions. Sample concentrations were calculated using external calibration methods within the instrument software. The final elements concentrations were obtained by normalizing the elements concentrations to the samples dry weight.

#### Confocal microscopy

Plants were grown on agar solidified ½ MS medium for 5 days, then stained in 6 µg/ml propidium iodide for 2 min and mounted on slides using cover slips No 1.5. A Leica SP5 Confocal microscope was used to image roots. Laser power was set at 3%, collection was between 600-620 nm, smart Gain at 12. Bidirectional scanning with 400Hz scan speed was used to acquire image z stacks. Confocal images were assessed for cell size and assembled using Fiji (Schindelin et al., 2012).

#### Confirmation of T-DNA insertions

Leaves were used for gDNA extraction. Material was frozen, pulverized and 500 µl extraction buffer (200 mM Tris/HCl pH 7.5, 250 mM NaCl, 25 mM EDTA, 0.5 % (w/v) SDS) were added. DNA contained in the aqueous phase was precipitated using isopropanol (1:1) and washed with ethanol. After resuspension in 50 µl deionized water, gDNA was used for PCR amplification. Two PCR reactions, for wild type and mutant fragment using primers in Table S4, using MyTaq were performed according to the manufacturer's instructions and PCR products separated on a 1% (w/v) Agarose gel in 0.5x TBE buffer.

#### Analysis of transcript levels

Plant material was frozen in liquid nitrogen and RNA extracted by adding 1 ml of TRIzol® (Invitrogen) to 100 mg of pulverized material. After mixing 200 µl chloroform were added. After renewed shaking, cell debris was separated through centrifugation (12000g, 4°C, 15 min) and RNA in the liquid phase was precipitated by addition of equal volumes of Isopropanol. After centrifugation (12000g, 4°C, 10min) the liquid phase was discarded and the pelleted RNA washed with 70% (v/v) ethanol before solubilizing it in 100 µl RNase-free water. Further purification was achieved by using the RNeasy Kit from Qiagen, following the instruction manual of the manufacturer. Purity and concentration were analyzed via Nano-drop. For RN-Seq analysis of RNA from plants grown on agar-solidified ¼ Hoagland grown plants the RNA quality was confirmed via RIN values (Agilent TapeStation System) and subsequently sent for sequencing to BGI Hong Kong. Single end (SE) sequencing was performed on a BGISEQ-500 RS Platform. Library preparation, sequencing, alignment and bioinformatics were performed by BGI according to their standard procedures. In short mRNA was enriched using Oligo (dT) magnetic beads, fragmented and reverse transcribed to double-strand cDNA by N6 random primers. The double stranded cDNA was then end repaired with phosphate at the 5' end and stickiness 'A' at the 3' end, and then

ligated to adaptors with sticky 'T'. Using two specific primers the ligation product was amplified and the PCR product was cyclized by splint oligo and DNA ligases. The sequencing reactions were then performed on the library employing a 50SE strategy. The platform used was a benchtop high throughput sequencer BGISEQ-500 yielding 24,017,754 raw sequencing reads and then 24,007,388 clean reads after filtering low quality. After filtering, clean reads were mapped to reference genome (TAIR10 (Lamesch et al., 2011)) using HISAT and Bowtie2. The average mapping ratio with the reference genome was calculated to be 91.18%. 

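The deposited root and shoot files give expected counts for 26405 genes in at least 1 of the 24 libraries and for 18940 genes in every library. The counts summed to between 11202503 and 11909554 per library. In shoots the median total was 11451461 for diploid control, 11466319 for diploid NaCl, 11457281 for neo-tetraploid control and 11562313 for neo-tetraploid NaCl libraries. The share of reads that did not map is not in the files.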

Sequencing saturation and read randomness were checked for each sample before proceeding to ensure good quality. Gene expression as Fragments Per Kilobase of transcript per Million mapped reads (FPKM) was then calculated using the software package RSEM. This quantification tool computes the maximum likelihood abundance estimates by applying the statistical algorithm Expectation Maximization (EM). This includes paired-end (PE), variable-length reads, fragment length distributions and quality scores modelling to determine which transcripts are isoforms of one gene. The formula to calculate FPKM is:  $FPKM = \frac{10^6 C}{NL/10^3}$ . The benefit of this method is to eliminate the influence of differences in length as well as sequencing differences between samples on the gene expression calculation. Finally, differentially expressed genes were extrapolated by use of the NOISeq method. 

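NOISeq compares the fold change and the absolute difference between the means of 2 groups with the same quantities between replicates of a group, and gives a probability in place of a p-value. The procedure was written anew from this description and run on the deposited FPKM values. It needs a small value in place of an FPKM of 0, which the paper's text does not name. Of 3 values compared with Supplemental Table S3, 0.5, 0.01 and 0.001, the value 0.01 was kept because its calls were nearest to the table, so its nearness to the table is no independent check. With it, 146 genes were called between the ploidies in control roots, 117 higher in neo-tetraploids, and 65 in NaCl roots, 28 higher. For HAK5 the log2 ratio of mean FPKM was 1.81 in NaCl roots with a probability of 0.847, and for MYB51 it was 1.93 in control roots with a probability of 0.898. RAP2.11, with 0.90 in control roots, was under the fold change of 2.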

First, the noise distribution is modelled by calculating the log2 fold changes (M) from each samples gene expression and the absolute different value (D) of all pair conditions:  $M^i = \log_2 \left( \frac{x_1^i}{x_2^i} \right)$  and  $D^i = |x_1^i - x_2^i|$ . Then for each gene, the fold change is determined from the average expression in 2 different groups calculated from the three replicates of plants, pooled to gain at least 100mg fresh material, from one experiment, and absolute different values for each gene will be calculated:  $M_A = \log_2 \left( \frac{sample1\ avg}{sample2\ avg} \right)$  and  $D_A = |sample1\ avg - sample2\ avg|$ .  $M_A$  and  $D_A$  have to be different from the noise distribution model for the gene to be considered a differentially expressed gene (DEG). DEGs were then filtered for a fold change  $\geq 2$  and a diverge probability  $\geq 0.8$ .

For RNA-Seq analysis of RNA from plants grown on agar solidified ½ MS or soil RNA was isolated using the protocol from (Paredes et al., 2018). RNA was send for sequencing at Deep Seq University of Nottingham. In brief, RNA concentrations were measured using the Qubit Fluorometer and the Qubit RNA BR Assay Kit (ThermoFisher Scientific; Q10211) and RNA integrity was assessed using the Agilent TapeStation 4200 and the Agilent RNA ScreenTape Assay Kit

(Agilent; 5067-5576 and 5067-5577). For each sample cDNA was generated from 200ng of total RNA using the QuantSeq 3' mRNA-Seq library prep kit (Lexogen; 5001-5004). Indexed sequencing libraries were prepared using the Lexogen i7 6nt Index Set (Lexogen; 7001-7096). Libraries were quantified using the Qubit Fluorometer and the Qubit dsDNA HS Kit (ThermoFisher Scientific; Q32854). Library fragment-length distributions were analyzed using the Agilent TapeStation 4200 and the Agilent High Sensitivity D1000 ScreenTape Assay (Agilent; 5067-5584 and 5067-5585). Libraries were pooled in equimolar amounts and final library quantification performed using the KAPA Library Quantification Kit for Illumina (Roche; KK4824). The library pool was sequenced on the Illumina NextSeq 500 using a NextSeq 500 High Output Kit v2.5 75 cycle kit (Illumina; 20024906), to generate approximately 5 million 75bp single-end reads per sample. The raw data were imported into Galaxy Europe (Afgan et al., 2016) and Salmon was used to quantify reads (Patro et al., 2017) and 3D RNA-Seq (Guo et al., 2020) used to filter, normalize and qc data, and to calculate DEGs. The package is able to calculate splice variants but only differential expression was used for this analysis since libraries were prepared such that only the 3' end was transcribed. Read counts and transcript per million reads (TPMs) were generated using tximport R package version 1.10.0 and scaledTPM method (Soneson et al., 2016) with inputs of transcript quantifications from Salmon (Patro et al., 2017). Low expressed genes were filtered based on analysing the data mean-variance trend. The expected decreasing trend between data mean and variance was observed when expressed transcripts were determined to have  $\geq 6$  of the 90 samples with count per million reads (CPM)  $\geq 2$ , which provided an optimal filter of low expression. A gene was expressed if any of its transcripts with the above criteria was expressed. The TMM method was used to normalize the gene and transcript read counts to  $\log_2$ -CPM (Bullard et al., 2010). A principal component analysis (PCA) plot showed the RNA-seq data did not have distinct batch effects. For differentially expressed genes, the  $\log_2$  fold change ( $L_2$  FC) of gene/transcript abundance were calculated based on contrast groups and significance of expression changes were determined using t-test. P-values of multiple testing were adjusted with BH to correct false discovery rate (FDR) (Benjamini and Yekutieli, 2001). A gene was significantly differentially expressed in a contrast group if it had adjusted p-value  $< 0.05$  and  $L_2$  FC  $\geq 0.5$ . Number of replicates for this experiment was 3. Plate grown plants were pooled to gain enough material for RNA extraction while for soil grown plants one plant represents one replicate. Replicates originate from one experiment.

#### Generation of neo-tetraploid lines

The previously established protocols were modified and combined. Seeds of diploid progenitors were sown on Jiffies® and germinated in long day conditions. 20 seedling per genotype, at the 2-leaf stage were treated with Colchicine (0.25% (w/v) in H<sub>2</sub>O). One drop was placed on the shoot meristem. Contrastingly to the original protocol this was carried out on plants germinated on soil instead of plates (Yu et al., 2009). By circumventing transferring plants to soil after their colchicine treatment the stress of the transfer can be avoided (Supplemental Figure S9). Additionally, the workload is reduced. Plants which have been treated with colchicine stall in their development and only after 7 to 10 days it becomes apparent which of the shoot apices will recover from the treatment. Surviving plants were grown to seed maturity. Seeds were sown and the germinating seedlings were pre-screened for increased trichome branching (Yu et al., 2009) and grown for 5 weeks (Supplemental Figure S9) under short day conditions. At this stage one leaf was harvested and tested for whole genome duplication (WGD) using flow cytometry. The isolation protocol was adapted (Henry et al., 2005; Wu et al., 2009) for high throughput. In this manner the isolation and analysis of 60 samples can be achieved in one day. The leaves were mechanically disrupted by peeling the lower leaf epidermis using tape (Wu et al., 2009). The exposed leaves were shaken in 600µl extraction buffer (15mM HEPES, 1mM Na-EDTA, 80mM KCl, 20mM NaCl, 200mM Sucrose, 0.2% Triton-X (v/v), 0.5mM Spermin, pH 6.1), 0.3µl RNase (100ng/µl) was added and samples were incubated at RT for 10min. 10µl of PI (1mg/ml) was added and samples stored at 4°C, in the dark for at least 1h until analysis. 400µl of each sample were transferred to analysis tubes and run on the DB FACS Canto. Settings for the machine: FSC 376V, SSC 330V, PI 369V, cut-off 35000, events 10 – 50 thousand. On a logSSC<sub>area</sub> vs logPI<sub>area</sub> plot distinct fractions were gated and displayed in a PI<sub>area</sub> histogram. Data were analyzed using Kaluza software (Version 2.1.00001.20653). Ploidy was determined by the highest peak from the histogram, diploid and tetraploid Col-0 nuclei extracts were used to identify 2x and 4x peaks. Plants analyzed via FACS were transferred to long day conditions and further grown until seed maturity. Seeds harvested from these plants were collected for phenotypic analysis of neo-tetraploid mutant lines. Nomenclature: Diploid mutant lines were described as per general conventions ie. *hak5* gene, line *hak5-3* referring to line N574868 from the NASC stock collection or SALK\_074868.54.75.x. Individual colchicine treated plants were given consecutive number ie. *hak5-3\_1* followed by *hak5-3\_2* etc. Lines derived from these independent colchicine treated plants were annotated with #consecutive numbers ie. *hak5-3\_1#1* or *hak5-3\_2#1* represent two independent duplication events of the same diploid progenitor. Additionally, chromosomal

spreads of floral buds of plants selected via flow cytometry were prepared (Higgins et al., 2014) and chromosomes were counted (Supplemental Figure S9). Neo-tetraploid nuclei contain 20 chromosomes which were visible during the metaphase or first condensation during prophase (Supplemental Figure S9).

### Statistical analysis

Figures were created and statistical analyses were performed with R version 4.1.0 (2021-05-18) using RStudio Version 1.0.143 ([www.rstudio.com](http://www.rstudio.com)). Platform: x86\_64-w64-mingw32/x64 (64-bit), Running under: Windows 10 x64 (build 19043). The following packages were used: PCAtools (version 2.4.0), ggrepel (version 0.9.1), nsprcomp (version 0.5.1-2) (Sigg and Buhmann, 2008), factoextra (version 1.0.7), FactoMineR (version 2.4) (Lê et al., 2008), RFLPtools (version 1.9), clValid (version 0.7), pheatmap (version 1.0.12), heatmaply (version 1.2.1), plotly (version 4.9.4.1), dendextend (version 1.15.1), veccompare (version 0.1.0), VennDiagram (version 1.6.20), futile.logger (version 1.4.3), scales (version 1.1.1), kableExtra (version 1.3.4), knitr (version 1.33), flextable (version 0.6.7), corrplot (version 0.90), Hmisc (version 4.5-0), Formula (version 1.2-4), devtools (version 2.4.2), usethis (version 2.0.1), ggpmisc (version 0.4.0), ggpp (version 0.4.1), gplots (version 3.1.1), cowplot (version 1.1.1), sjPlot (version 2.8.9), bestNormalize (version 1.8.0), multcompView (version 0.1-8), multcomp (version 1.4-17), TH.data (version 1.0-10), MASS (version 7.3-54), survival (version 3.2-11), mvtnorm (version 1.1-2), emmeans (version 1.6.2-1), ggpubr (version 0.4.0), cluster (version 2.1.2), viridis (version 0.6.1), viridisLite (version 0.4.0), RColorBrewer (version 1.1-2), gridExtra (version 2.3), tidyquant (version 1.0.3), quantmod (version 0.4.18), TTR (version 0.24.2), PerformanceAnalytics (version 2.0.4), xts (version 0.12.1), zoo (version 1.8-9), lubridate (version 1.7.10), ggfortify (version 0.4.12), rcompanion (version 2.4.1), forcats (version 0.5.1), stringr (version 1.4.0), dplyr (version 1.0.7), purrr (version 0.3.4), readr (version 2.0.0), tidyr (version 1.1.3), tibble (version 3.1.3), ggplot2 (version 3.3.5), tidyverse (version 1.3.1), Rmisc (version 1.5), plyr (version 1.8.6), lattice (version 0.20-44).

Gene ontology (GO) enrichments were calculated using the PANTHER tool (<http://www.pantherdb.org/>). A statistical overrepresentation test using the Fisher's Exact test and Bonferroni correction for multiple testing was used to calculate p-values. These take the group size for each GO term into account as well as the number of DEGs in total and the number of GO annotatable genes. The resulting value is thus scaled. Gene ontology terms with  $p \leq 0.05$  were selected for interpretation. The hierarchy display was used to select the most detailed group

amongst all related GO terms and results displayed for this group only. The full results can be found in Supplemental Table S5. A GO enrichment for other contrast groups besides root expression in diploid vs neo-tetraploid wild type, which is shown in the main text, can be found in Supplemental Figure S9-S10.

A STRING analysis was performed using the tool <https://string-db.org/>. A search for multiple proteins by identifiers was performed. Settings were set to “full STRING network”, a minimum interaction score of 0.4, line thickness was given as confidence and only the query proteins were shown. Clustering was not enabled.

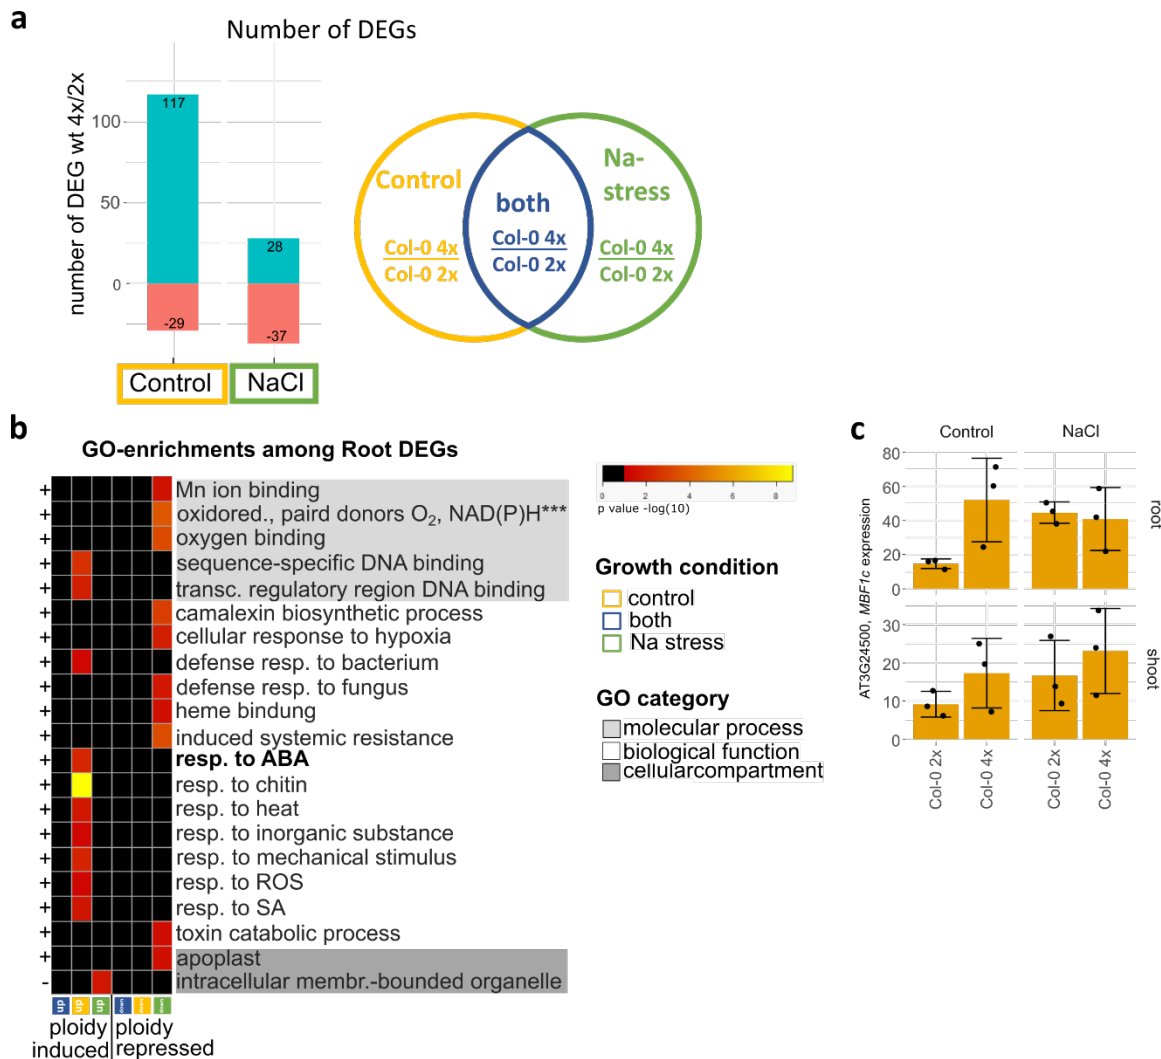

**Supplemental Figure S1: Role of ABA-signaling – RNA-Seq of diploid and neo-tetraploid wild-type plants grown on ¼ Hoagland's, agar solidified medium. a)** Number of DEGs between diploids and neo-tetraploids (under control and Na stress) are shown for root expressed genes. A Venn diagram shows the comparison between DE genes which was used for the GO analysis in b. Genes were defined as being DE in neo-tetraploids under either control conditions (yellow) or Na stress (green) or both (blue). The color scheme was used in Fig. 5A and S14 to indicate which group of genes was used for the respective GO enrichment analysis. Diploid (2x), neo-tetraploid (4x) **b)** Heatmap shows the p-value of significantly enriched GO terms among genes differentially expressed (DEGs) after WGD in plants grown for two weeks on ¼ Hoagland's, agar solidified media containing sucrose and 0 or 35mM NaCl. For gene selection see Supplementary Fig. 11. Among the enriched classes is "response to ABA" containing 11 genes. It is overrepresented among genes induced in neo-tetraploid roots and is connected to tolerance to abiotic stress. Analysis was done using PANTHER. Displayed are only the most defined terms or child terms. A full list can be found in Supplemental Table S5. Test Type: Fisher's Exact, Bonferroni correction for multiple testing, GO database release 2019-12-09. Abbreviations for GO categories: \*\*\*=oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen, NAD(P)H as one donor, and incorporation of one atom of oxygen, transc.=transcription, resp.=response, membr.=membrane, ABA = Absciscic acid, ROS= Reactive Oxygen Species, SA= Salicylic acid. **b)** Bar

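Between the 201 DEGs of control roots and the 25 of NaCl roots in the edgeR test, 9 genes were shared, all 9 changed in the same direction, and 217 genes were DEGs in at least 1 of the treatments. With the replicate number as a block, 30 genes were shared, all 30 in the same direction, among 383.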

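In shoots MBF1c had 9.14 ± 3.38 FPKM (SD, n = 3) in diploid and 17.3 ± 9.15 FPKM in neo-tetraploid control plants. With NaCl it had 16.7 ± 9.22 and 23.1 ± 11.2 FPKM. The log2 fold change of MBF1c by ploidy in shoots was 0.95 in control (standard error 0.58, adjusted p = 0.650 from edgeR's quasi-likelihood test, and 0.228 with the replicate block) and 0.38 in NaCl (standard error 0.56, adjusted p = 0.993, and 0.701 with the block).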

plots show the RNA-Seq assessed expression (mean Fragments Per Kilobase of transcript per Million mapped reads (FPKM) $\pm$ SD) of *MBF1c* in plants grown on agar solidified  $\frac{1}{4}$  Hoagland with sucrose, with and without salinity stress (35mM NaCl) in root and shoot tissues. n=3, individual samples. Significant increase in expression in roots of control grown plants (cutoff fold change  $\geq 2$  and a diverge probability  $\geq 0.8$ ). Diploid (2x), neo-tetraploid (4x)

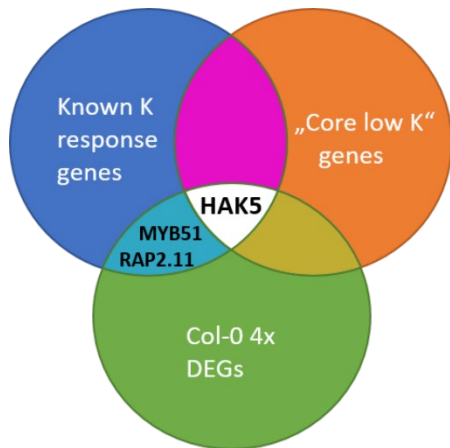

**Supplemental Figure S2: RNA-Seq in diploids and neo-tetraploids reveals K homeostasis genes are differentially regulated:** The Venn diagram shows the intersections between Differentially Expressed Genes (DEG) after WGD, low K treatment and known *HAK5* regulators. RNA-Seq analysis showed the enhanced expression of *HAK5* in neo-tetraploids which is also among the “Core K deficiency” response genes. In orange: “Core-low K”: 20 genes defined by meta analysis of expression studies (Hampton et al., 2004; Gierth et al., 2005; Forieri et al., 2016); In blue: 14 genes, known components of the low K signalling (Hong et al., 2013; Nieves-Cordones et al., 2014); In green: 211 genes differentially expressed in wild-type neo-tetraploid roots.

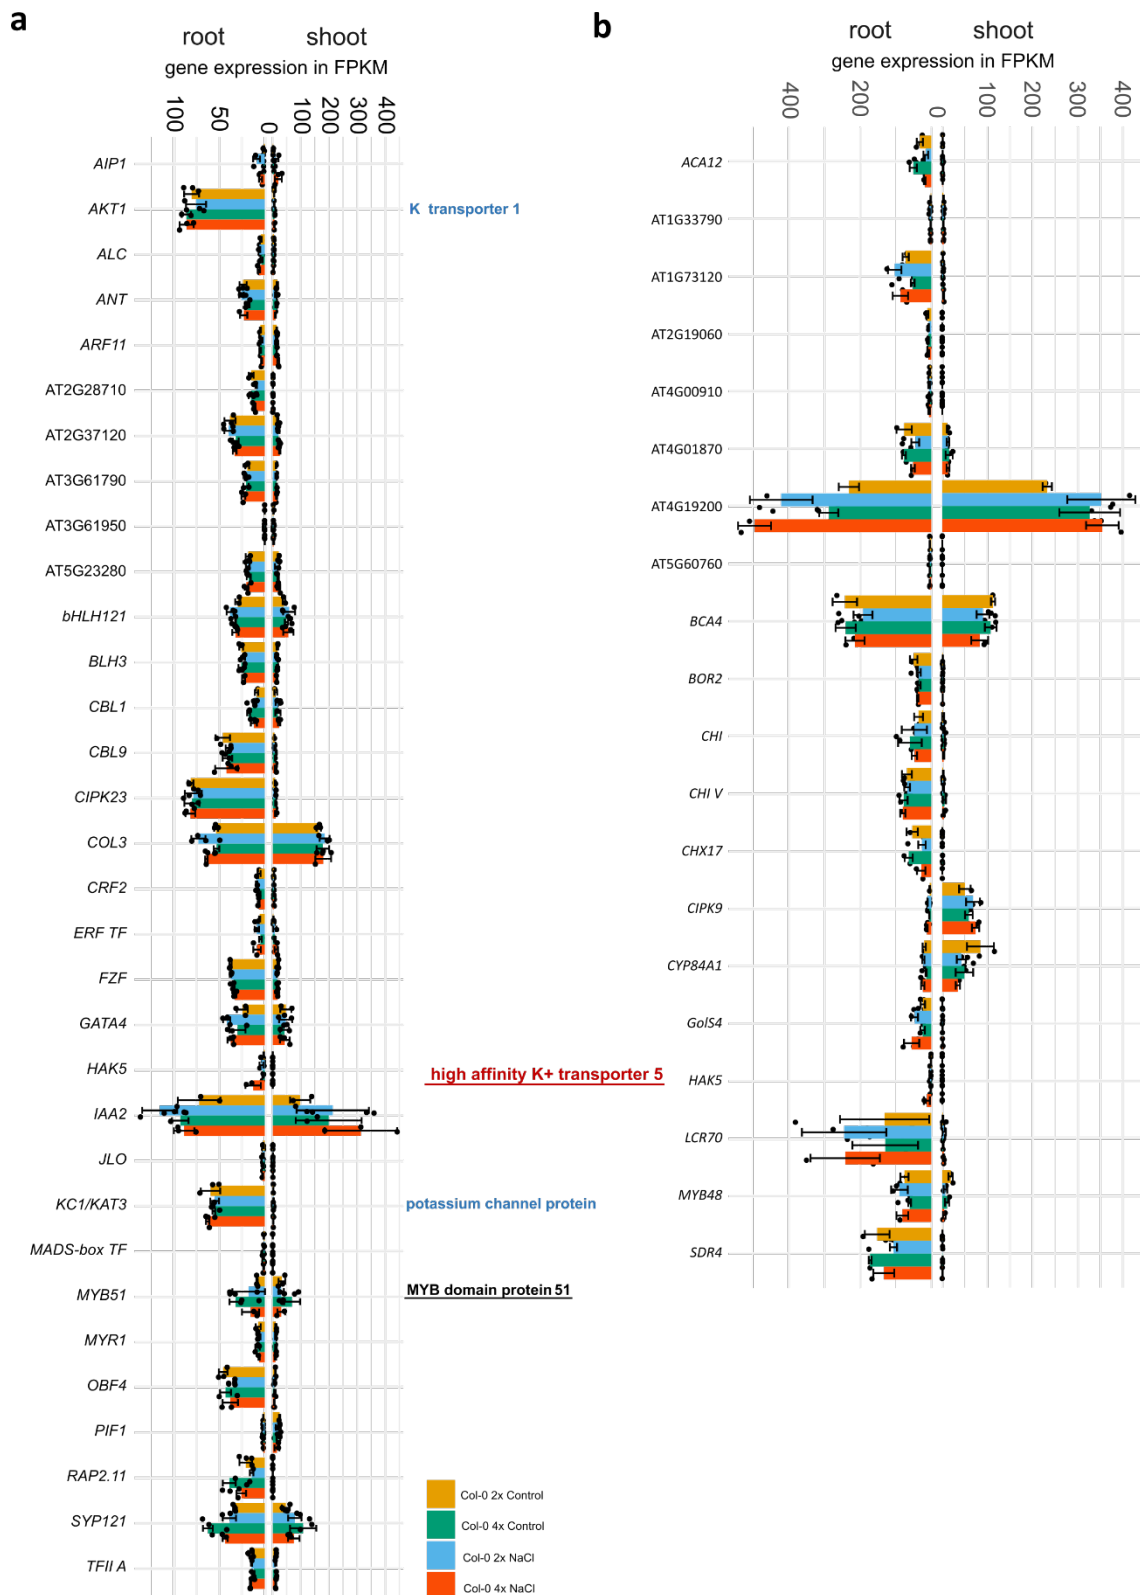

**Supplemental Figure S3: Expression of Low K signalling in neo-tetraploids.** The expression of components of the low K signalling machinery as defined by **a)** Nieves-Cordones *et al.*, 2014 and Hong *et al.*, 2013 (Hong *et al.*, 2013; Nieves-Cordones *et al.*, 2014) and by **b)** a cross comparison of K starvation genes identified in a gene expression study by Forieri *et al.*, 2016, Gierth *et al.*, 2005 and Hampton *et al.*, 2004 (Hampton *et al.*, 2004; Gierth *et al.*, 2005; Forieri *et al.*, 2016). Bold gene descriptions mark genes for which an induction by low K has been seen as well as a physical interaction with the promotor of *HAK5*. In red and blue are genes for the high affinity and low affinity K uptake system respectively. Underlined are genes defined as DE between diploids and neo-tetraploids. With \* are genes defined as DE after Na-stress. n=3+/-se. Diploid (2x), neo-tetraploid (4x)

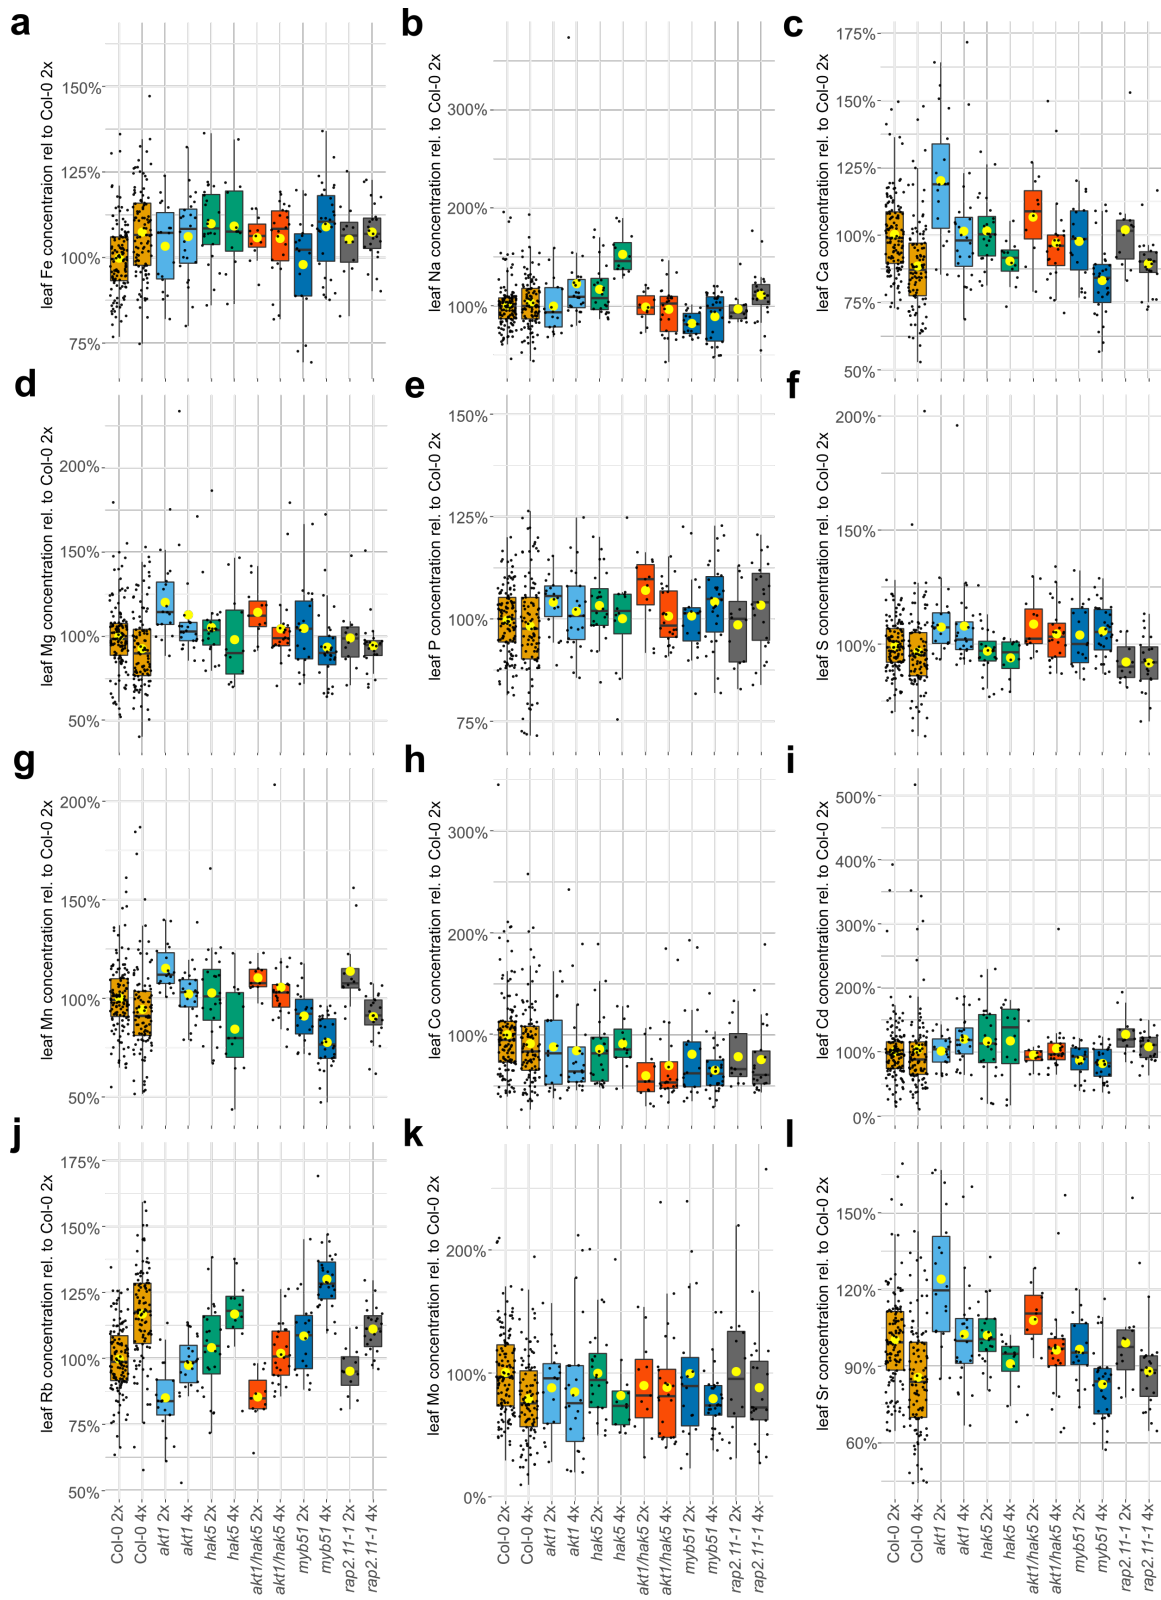

m

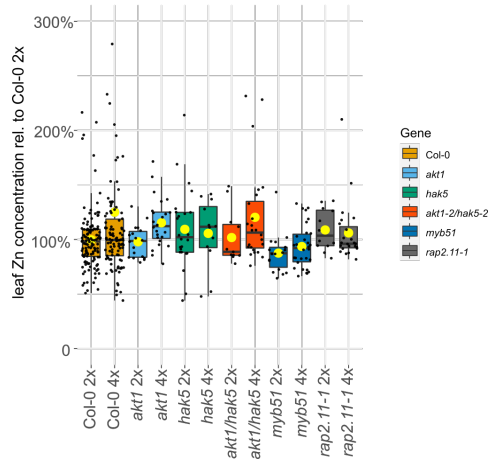

**Supplemental Figure S4: Ploidy-dependent ionic differences. a-n)** The leaf ionome of diploid and neo-tetraploid Arabidopsis wild-type (Col-0) plants was assessed. The results show genotype dependent changes. The center line shows the median, box limits represent the first and third quartiles (the 25th and 75th percentiles), upper and lower whiskers extend to largest or smallest value no further than 1.5 inter-quartile range and dots beyond whiskers show outliers. Individual values are plotted as dots. Plants were grown on peat-based soil for 5 weeks. n= 11-121, The two way ANOVA (Sup Table 4) showed significant differences between diploids and neo-tetraploids on Rb concentration. Yellow dot: averages. All elements within the limit of quantification (LOQ) were plotted. Diploid (2x), neo-tetraploid (4x)

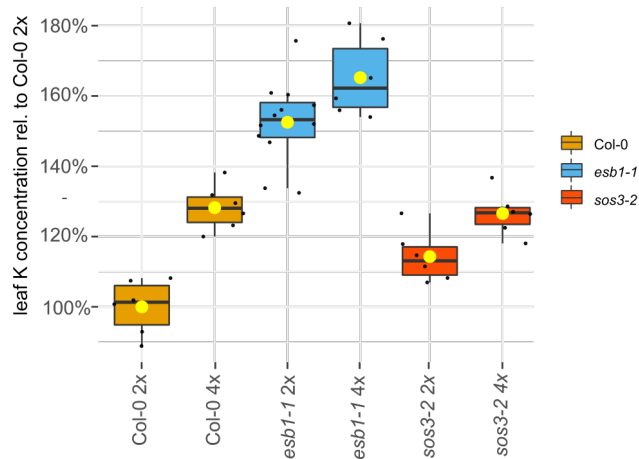

**Supplemental Figure S5: Leaf K for soil-grown plants used for RNA-Seq.** Boxplots show the K concentration relative to the leaf K content of diploid wild type. The center line shows the median, box limits represent the first and third quartiles (the 25th and 75th percentiles), upper and lower whiskers extend to largest or smallest value no further than 1.5 inter-quartile range and dots beyond whiskers show outliers. Individual values are plotted as dots. n= 6. A two way ANOVA revealed significant differences in leaf K concentration by ploidy, and a significant interaction between gene \* ploidy (Sup Table 4).

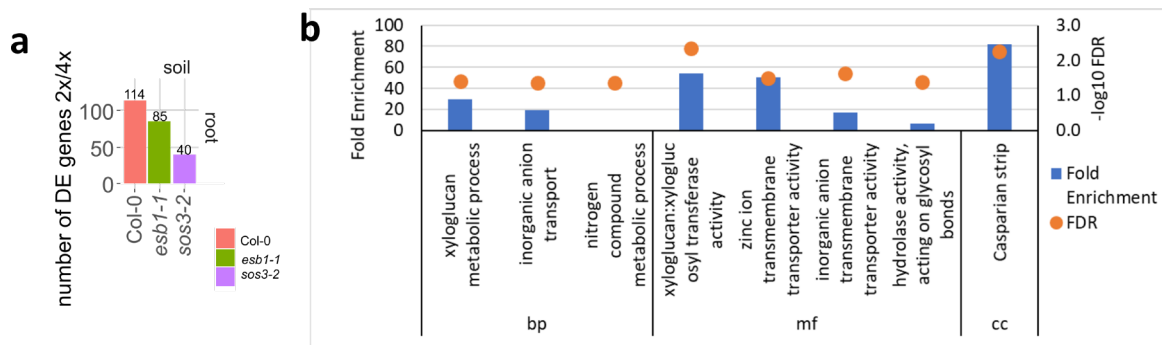

**Supplemental Figure S6: Neo-tetraploid elevated leaf K gene network. a)** Number of ploidy related gene expression changes (differentially expressed (DE) genes) in roots of soil grown plants shows fewer differences in neo-tetraploid mutants suppressing the elevated leaf K phenotype of neo-tetraploids. **b)** Graph displaying fold enrichment and significance ( $-\log_{10}$  false discovery rate FDR) of GO categories among the 92 genes. Analysis was done using PANTHER. Displayed are only the most defined terms or child terms. A full list can be found in Supplemental Table S5. Test Type: Fisher's Exact, Bonferroni correction for multiple testing, GO database release 2019-12-09. Abbreviations: bp= biological process; mf= molecular function; cc= cellular compartment; FDR= False discovery rate

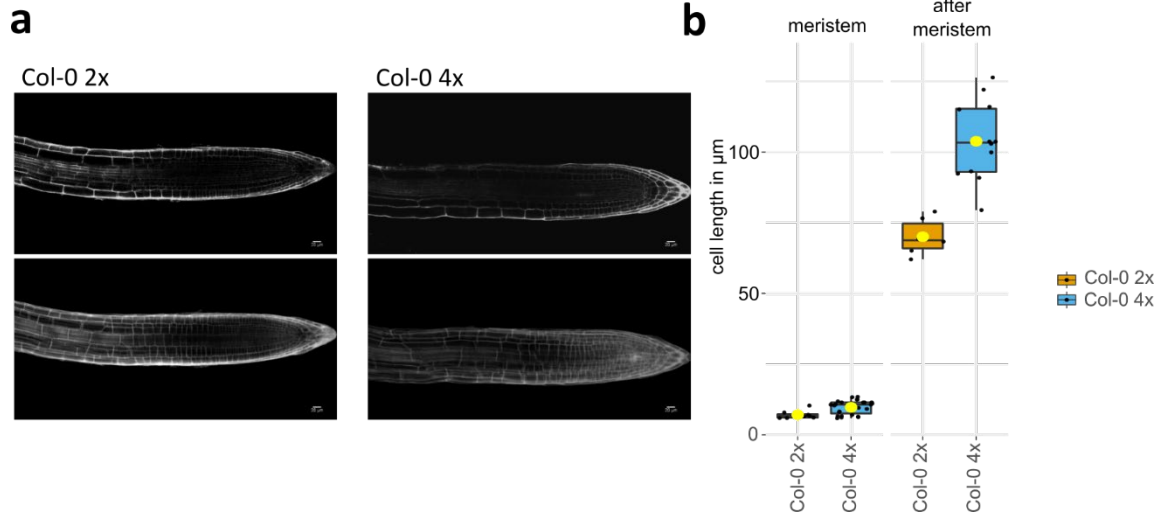

**Supplemental Figure S7: Cell size of neo-tetraploids. a)** Confocal image of propidium iodide-stained roots of diploid and neo-tetraploid plants grown on  $\frac{1}{2}$  MS, agar solidified, media. The size of meristematic and fully expanded cells were measured. Scale bar:  $20\mu\text{m}$  **b)** General cell size difference in wild type Col-0 neo-tetraploids. Cells of different types are larger. The box plot shows the quantification of microscope images. The center line shows the median, box limits represent the first and third quartiles (the 25th and 75th percentiles), upper and lower whiskers extend to largest or smallest value no further than 1.5 inter-quartile range and dots beyond whiskers show outliers. Individual values are plotted as dots.  $n=6-26$ , Two way ANOVA shows significant differences for cell type ( $p = 1.71\text{E-}13$ ) and genotype ( $p = 0.000237$ ) and no interaction between the two ( $p = 0.800364$ , Sup Table 4).

**a** Generation of neo-tetraploids

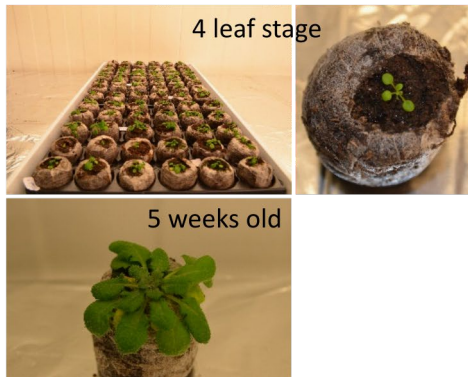

**b** Chromosomal spreads of root tip cells

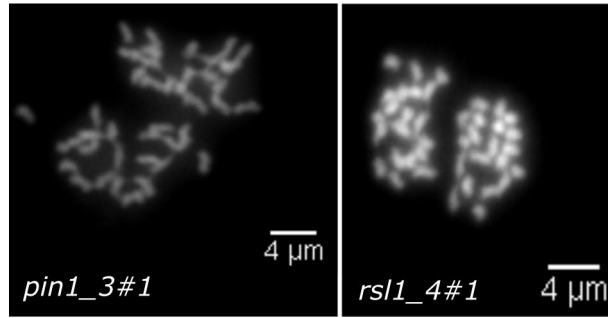

**Supplemental Figure S8: Generation of new tetraploid lines.** To generate new 4x lines plants of 4-leaf-stage were treated with colchicine and seeds collected of surviving plants. Among the progeny those with 4-branched trichomes were selected, grown for 5 weeks at which point a leaf was harvested for nuclei isolation. **a)** Pictures show Jiffi® growing plants in the 4-leaf stage just after colchicine treatment and a full setup of Jiffies® containing a set of 8 lines each growing on 13 Jiffies® in the WGD pipeline. Finally, a fully grown 5 week old plant in the 1<sup>st</sup> generation after WGD used to harvest nuclei before re-potting for seed generation. Nuclei, stained with PI were analyzed via flow cytometry. **b)** Flower buds were harvested and microscopic images of chromosomal spreads (Higgins et al., 2014) were taken. They show the 20 chromosomes of neo-tetraploid lines. This technique was used to verify the more high-throughput FACS analysis. Scale bar: 4μm

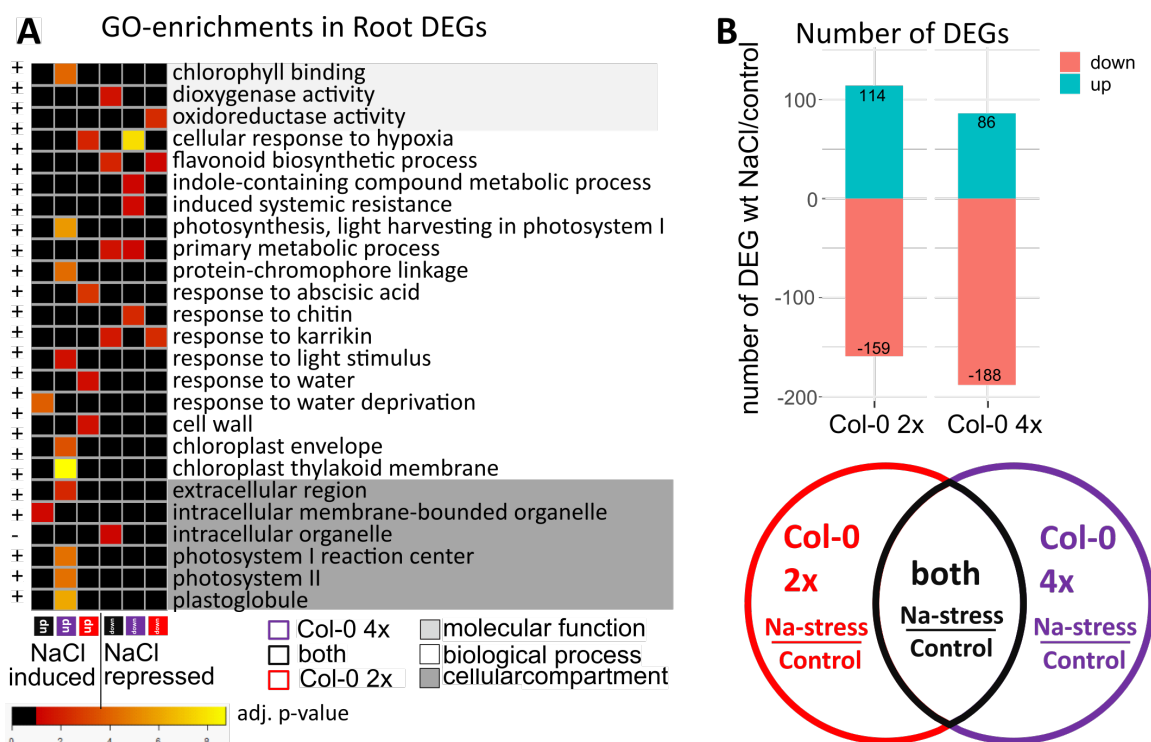

**Supplemental Figure S9: PANTHER GO-enrichment analysis of the effect of Na on the root transcriptome.** **a)** The heatmap shows p-values of 0.05 or lower, with yellow representing more significant  $-\log(10)$  adjusted p-values for GO groups enriched in at least one of the 6 groups of genes. Analysis was done using PANTHER. Displayed are only the most defined terms or child terms. A full list can be found in Supplemental Table S5. Test Type: Fisher's Exact, Bonferroni correction for multiple testing, GO database release 2019-12-09. The groups of genes are annotated with different colours underneath the heatmap and the gene selection process is shown in **b)** Number of DEGs between control or Na stressed plants (either for diploids (2x) or for neo-tetraploids (4x)) are shown for root expressed genes. A Venn diagram shows the comparison between DEGs which was used for the GO analysis shown in Supplemental Figure S13 A. Genes were defined as being DEGs after Na stress in either diploids (red) or neo-tetraploids (purple) or both (black).

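Between NaCl and control roots, edgeR's test called 570 DEGs in diploids, 204 higher with NaCl and 366 lower, and 482 in neo-tetraploids, 159 higher and 323 lower. With the replicate block the numbers were 698 and 642. Without the fold-change threshold there were 1951 in diploids and 1328 in neo-tetraploids. Scaling by library size alone moved the share of higher genes in diploids from 35.8% to 46.9%.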

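Of the NaCl DEGs of roots in the edgeR test, 244 were shared by diploids and neo-tetraploids, all 244 in the same direction, and 808 were DEGs in at least 1 of the ploidies. The block model shared 322, all in the same direction. Of the genes that differed by ploidy in control roots, 29 were also NaCl DEGs in diploid roots, and 21 of these 29 moved with NaCl in the direction in which neo-tetraploids differed. Both comparisons use the same 3 diploid control libraries, which favours a common direction.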

Abbreviations: \*=oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen, \*\*=chloroplast thylakoid membrane protein complex, transc.=transcription, resp.=response, membr.=membrane. Diploid (2x), neo-tetraploid (4x), GO= Gene Ontology, DEG= Differentially Expressed Genes

## GO-enrichments in Shoot DEGs

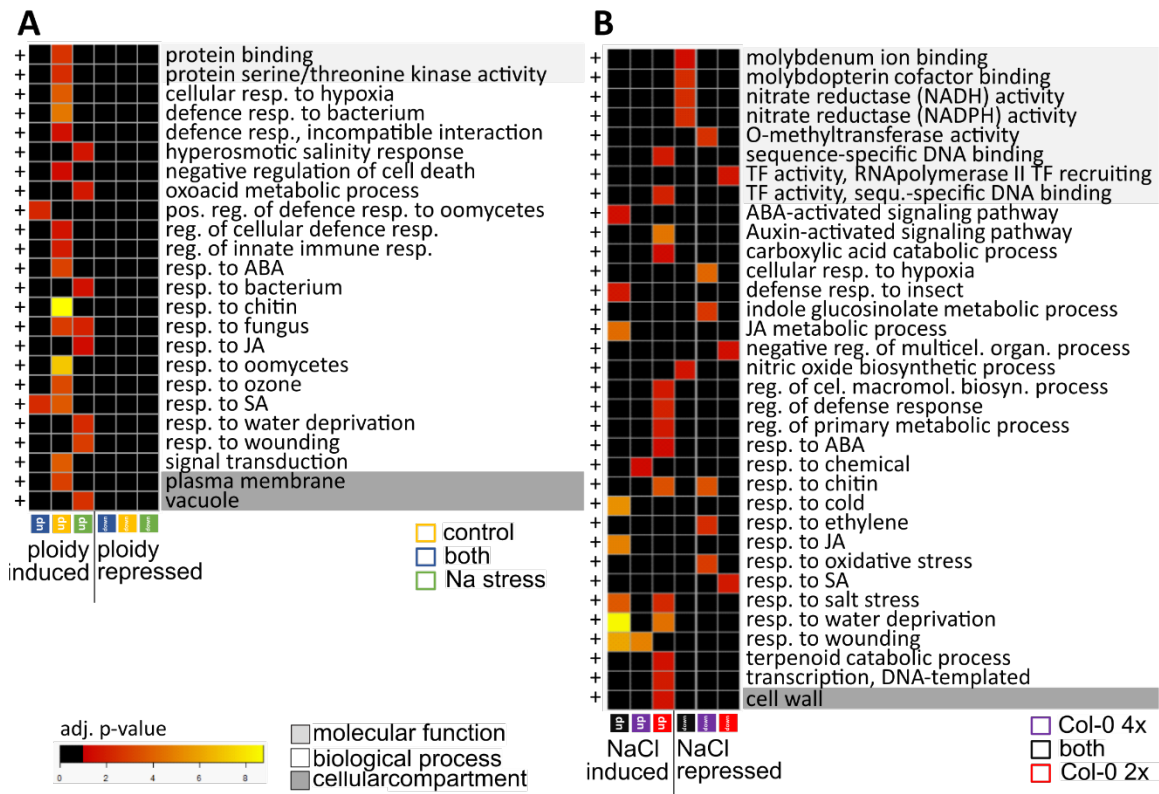

**Supplemental Figure S10: PANTHER GO-enrichment analysis of shoot transcriptome. a-b)** The heatmaps show p-values of 0.05 or lower, with yellow representing more significant  $-\log(10)$  adjusted p-values for GO groups enriched in at least one of the 6 groups of genes. Analysis was done using PANTHER. Displayed are only the most defined terms or child terms. A full list can be found in Supplemental Table S5. Test Type: Fisher's Exact, Bonferroni correction for multiple testing, GO database release 2019-12-09. The groups of genes are annotated with different colors underneath the heatmap and the gene selection process is shown in Supplemental Figure S9. Abbreviations: transc.=transcription, resp.=response, membr.=membrane. Diploid (2x), neo-tetraploid (4x), GO= Gene Ontology, DEG= Differentially Expressed Genes

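In shoots, 19174 genes were tested over the 12 shoot libraries. Between the ploidies 2 genes were DEGs in control and 2 in NaCl shoots, the same 2 genes in both, AT3G01345, lower in neo-tetraploids, and QQS (AT3G30720), higher, which are named because they are the only calls. The log2 fold change of QQS was 2.54 in control (standard error 0.27, adjusted p = 0.0140 from edgeR's quasi-likelihood test) and 2.27 in NaCl shoots (adjusted p = 0.0389). With 1 library left out, QQS was called in control shoots only without the first neo-tetraploid library, and in NaCl shoots in no fit. At an unadjusted p under 0.05 there were 1741 genes in control and 746 in NaCl shoots. Between NaCl and control shoots, 0 genes were DEGs in diploids, with 3376 at an unadjusted p under 0.05, and 2 in neo-tetraploids, MBP1 and BGLU18, with 2368. With the replicate number as a block the counts were 2 and 3 between the ploidies, and 431 in diploids and 183 in neo-tetraploids between NaCl and control. Same-numbered shoot libraries deviated together, with a mean correlation of 0.374 against -0.187 for the others (one-sided exact permutation test, p = 0.00463). As in roots, the negative value largely follows from centring each group on its mean. The common biological coefficient of variation was 0.249 in shoots and 0.147 in roots, and 0.175 and 0.114 with the block.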

**Supplemental Table S1.** ANOVA (Analysis of Variance) for Fig.s 1,3 and 4 as well as S3,4,7, and 10. The table shows the ANOVA results with the Degrees of freedom (DF) shows the numbers of each group, the Sum-of-squares (Sum Sq) quantifies how much variation is due to the fact that the difference between one factor are not the same for the other factor. The Mean squares (Mean Sq) are calculated by dividing the Sum Sq by the corresponding DF. The F value or F statistic is 0 if the H0 is true and measures the variation in data distribution of 2 groups by comparing Mean Sq. The Pr (>F) values shows the p-value for the F statistics. If the p-value is significant a code is added to each factor. The Details table shows the predictors, their estimates and Confidence Intervals (CI) and p-values (p), which are in bold when significant.

**Supplemental Table S2.** Raw ionomic data in ppm or  $\mu\text{g/gDW}$  (dry weight). For each sample, tissue and ploidy is given for each sample along with the element analyzed and plant weight where possible. Additionally samples are annotated by which Gene is affected by knockouts or tissue specific expression and Genotype which additionally differentiates between different alleles or independent ploidy events. The full list of genotypes and full explanation of the nomenclature can be found in Supplemental Table S6.

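The edgeR calls in roots shared 101 genes with the 145 that the paper's list gives between the ploidies in control roots, and 9 with its 64 in NaCl roots. For NaCl against control, they shared 219 with the paper's 273 in diploid roots and 213 with the paper's 274 in neo-tetraploid roots. With the replicate block the shared numbers were 128, 28, 236 and 246.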

**Supplemental Table S3.** List of all differentially expressed genes. For expression analysis of plants grown on ¼ Hoagland medium in the first RNA-Seq experiment, DEGs were filtered for a fold change  $\geq 2$  and a diverge probability  $\geq 0.8$ . For the second RNA-Seq experiment with plants grown on soil or on ½ MS medium, DEGs were filtered for a log2 fold change (L2 FC) of  $\geq 0.5$  and adjusted p-value  $< 0.05$ .

**Supplemental Table S4.** List of primers used in this study.

**Supplemental Table S5:** Full results of GO enrichment analysis of a subset of genes DE between wild type diploid and neo-tetraploids in roots either under control conditions, or under Na stress or both. See Supplemental Figure S1 to see a visual representation of the gene selections. The most detailed group (child term) is displayed graphically in a heatmap Fig. 5 and Supplemental Figure S9-10 as is highlighted here in the column "most detailed term". Each group of GO groups hierarchically connected to each other is marked in alternating yellow/grey and white background. GO number GSE180004 and GSE180818.

**Supplemental Table S6.** List of Arabidopsis lines used and generated for this study. Whenever possible several alleles were used for each gene of interest. If not possible it was attempted to generate 2 or more independent neo-tetraploid lines. Nomenclature was such: New lines were given a number/letter code which can be found in the "Comment" column for the original T-DNA line. For example, 6 for N653619 or *sur1-8*. Each plant which survived colchicine treatment was given incremental number such as 6-1, 6-8 being the 1st and the 8th plant to survive colchicine. Two seeds from the survivors were germinated and given a #1 or #2 addition making it 6-1#1 and 6-1#2 and 6-8#1 and 6-8#2. These lines were assessed for ploidy and neo-tetraploid lines kept for experimentation.

## SI References

- Afgan E, Baker D, van den Beek M, Blankenberg D, Bouvier D, Čech M, Chilton J, Clements D, Coraor N, Eberhard C, et al** (2016) The Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2016 update. *Nucleic Acids Res* **44**: W3–W10
- Benjamini Y, Yekutieli D** (2001) The Control of the False Discovery Rate in Multiple Testing under Dependency. *The Annals of Statistics* **29**: 1165–1188
- Campos ACAL, Dijk WFA van, Ramakrishna P, Giles T, Korte P, Douglas A, Smith P, Salt DE** (2021) 1,135 ionomes reveal the global pattern of leaf and seed mineral nutrient and trace element diversity in *Arabidopsis thaliana*. *The Plant Journal* **106**: 536–554
- Chao D-Y, Dilkes B, Luo H, Douglas A, Yakubova E, Lahner B, Salt DE** (2013) Polyploids Exhibit Higher Potassium Uptake and Salinity Tolerance in *Arabidopsis*. *Science* **341**: 658–659
- Danku JMC, Lahner B, Yakubova E, Salt DE** (2013) Large-Scale Plant Ionomics. *In* FJM Maathuis, ed, *Plant Mineral Nutrients: Methods and Protocols*. Humana Press, Totowa, NJ, pp 255–276
- Dietrich D, Pang L, Kobayashi A, Fozard JA, Boudolf V, Bhosale R, Antoni R, Nguyen T, Hiratsuka S, Fujii N, et al** (2017) Root hydrotropism is controlled via a cortex-specific growth mechanism. *Nature Plants* **3**: 17057
- Foreman J, Demidchik V, Bothwell JHF, Mylona P, Miedema H, Torres MA, Linstead P, Costa S, Brownlee C, Jones JDG, et al** (2003) Reactive oxygen species produced by NADPH oxidase regulate plant cell growth. *Nature* **422**: 442–446
- Forieri I, Sticht C, Reichelt M, Gretz N, Hawkesford MJ, Malagoli M, Wirtz M, Hell R** (2016) Systems analysis of metabolism and the transcriptome in *Arabidopsis thaliana* roots reveals differential co-regulation upon iron, sulfur and potassium deficiency. *Plant, Cell & Environment* n/a-n/a
- Gierth M, Mäser P, Schroeder JI** (2005) The Potassium Transporter AtHAK5 Functions in K<sup>+</sup> Deprivation-Induced High-Affinity K<sup>+</sup> Uptake and AKT1 K<sup>+</sup> Channel Contribution to K<sup>+</sup> Uptake Kinetics in *Arabidopsis* Roots. *Plant Physiol* **137**: 1105–1114
- Guo W, Tzioutziou NA, Stephen G, Milne I, Calixto CP, Waugh R, Brown JWS, Zhang R** (2020) 3D RNA-seq: a powerful and flexible tool for rapid and accurate differential expression and alternative splicing analysis of RNA-seq data for biologists. *RNA Biology* 1–14
- Hampton CR, Bowen HC, Broadley MR, Hammond JP, Mead A, Payne KA, Pritchard J, White PJ** (2004) Cesium Toxicity in *Arabidopsis*. *Plant Physiology* **136**: 3824–3837
- Henry IM, Dilkes BP, Young K, Watson B, Wu H, Comai L** (2005) Aneuploidy and Genetic Variation in the *Arabidopsis thaliana* Triploid Response. *Genetics* **170**: 1979–1988

- Higgins JD, Wright KM, Bomblies K, Franklin C** (2014) Cytological techniques to analyze meiosis in *Arabidopsis arenosa* for investigating adaptation to polyploidy. *Front Plant Sci.* doi: 10.3389/fpls.2013.00546
- Hong J-P, Takeshi Y, Kondou Y, Schachtman DP, Matsui M, Shin R** (2013) Identification and Characterization of Transcription Factors Regulating *Arabidopsis* HAK5. *Plant Cell Physiol* **54**: 1478–1490
- Lamesch P, Berardini TZ, Li D, Swarbreck D, Wilks C, Sasidharan R, Muller R, Dreher K, Alexander DL, Garcia-Hernandez M, et al** (2011) The *Arabidopsis* Information Resource (TAIR): improved gene annotation and new tools. *Nucl Acids Res* gkr1090
- Lê S, Josse J, Husson F** (2008) **FactoMineR** : An *R* Package for Multivariate Analysis. *J Stat Soft.* doi: 10.18637/jss.v025.i01
- Menand B, Yi K, Jouannic S, Hoffmann L, Ryan E, Linstead P, Schaefer DG, Dolan L** (2007) An Ancient Mechanism Controls the Development of Cells with a Rooting Function in Land Plants. *Science* **316**: 1477–1480
- Nieves-Cordones M, Alemán F, Martínez V, Rubio F** (2014) K<sup>+</sup> uptake in plant roots. The systems involved, their regulation and parallels in other organisms. *Journal of Plant Physiology* **171**: 688–695
- Paredes SH, Gao T, Law TF, Finkel OM, Mucyn T, Teixeira PJPL, González IS, Feltcher ME, Powers MJ, Shank EA, et al** (2018) Design of synthetic bacterial communities for predictable plant phenotypes. *PLOS Biology* **16**: e2003962
- Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C** (2017) Salmon provides fast and bias-aware quantification of transcript expression. *Nat Methods* **14**: 417–419
- Ragel P, Ródenas R, García-Martín E, Andrés Z, Villalta I, Nieves-Cordones M, Rivero RM, Martínez V, Pardo JM, Quintero FJ, et al** (2015) The CBL-Interacting Protein Kinase CIPK23 regulates HAK5-Mediated High-Affinity K<sup>+</sup> uptake in *Arabidopsis* roots. *Plant Physiol* 2863–2873
- Ramakrishna P, Duarte PR, Rance GA, Schubert M, Vordermaier V, Vu LD, Murphy E, Barro AV, Swarup K, Moirangthem K, et al** (2019) EXPANSIN A1-mediated radial swelling of pericycle cells positions anticlinal cell divisions during lateral root initiation. *PNAS* **116**: 8597–8602
- Roppolo D, De Rybel B, Tendon VD, Pfister A, Alassimone J, Vermeer JEM, Yamazaki M, Stierhof Y-D, Beeckman T, Geldner N** (2011) A novel protein family mediates Casparian strip formation in the endodermis. *Nature* **473**: 380–383
- Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, Preibisch S, Rueden C, Saalfeld S, Schmid B, et al** (2012) Fiji: an open-source platform for biological-image analysis. *Nat Methods* **9**: 676–682

- Seifert GJ, Barber C, Wells B, Dolan L, Roberts K** (2002) Galactose Biosynthesis in Arabidopsis. *Current Biology* **12**: 1840–1845
- Sigg CD, Buhmann JM** (2008) Expectation-maximization for sparse and non-negative PCA. *Proceedings of the 25th international conference on Machine learning - ICML '08*. ACM Press, Helsinki, Finland, pp 960–967
- Soneson C, Love MI, Robinson MD** (2016) Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. *F1000Res*. doi: 10.12688/f1000research.7563.2
- Wu F-H, Shen S-C, Lee L-Y, Lee S-H, Chan M-T, Lin C-S** (2009) Tape-Arabidopsis Sandwich - a simpler Arabidopsis protoplast isolation method. *Plant Methods* **5**: 16
- Yi K, Menand B, Bell E, Dolan L** (2010) A basic helix-loop-helix transcription factor controls cell growth and size in root hairs. *Nat Genet* **42**: 264–267
- Young L-S, Harrison BR, U.M. NM, Moffatt BA, Gilroy S, Masson PH** (2006) Adenosine Kinase Modulates Root Gravitropism and Cap Morphogenesis in Arabidopsis. *Plant Physiology* **142**: 564–573
- Yu Z, Haage K, Streit VE, Gierl A, Ruiz RAT** (2009) A large number of tetraploid Arabidopsis thaliana lines, generated by a rapid strategy, reveal high stability of neo-tetraploids during consecutive generations. *Theor Appl Genet* **118**: 1107–1119

How the deposited data were processed for this re-analysis (not part of the article)

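The data are the root and shoot libraries of the first RNA-Seq experiment, in which wild-type diploids and neo-tetraploids were grown for 2 weeks with 0 or 35 mM added NaCl. There are 8 groups, 4 per tissue, with 3 replicates each, 24 libraries in all. The soil-grown and mutant plants of the second RNA-Seq experiment were not analysed here. According to the Supplemental Materials and Methods, mRNA was enriched with oligo(dT) beads and read on a BGISEQ-500 as single-end reads of 50 bases, and each replicate holds pooled plants from one experiment.

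The authors filtered the reads, mapped them to TAIR10 with HISAT and Bowtie2, and estimated expression per gene with RSEM. For each library the authors deposited the expected count of each gene, which is RSEM's estimate of the number of reads that come from it and need not be a whole number. These expected counts carry no normalization. The authors also deposited FPKM values, which RSEM computed from the expected counts, the effective length of the gene and the depth of the library, and the gene length in bases. The deposited length is only a property of the gene, used here in checks of length. A file lists only genes with reads in that library, so a gene that is not listed was given an expected count and an FPKM of 0. In all, 26405 genes were listed in any library and 18940 in every library, and 24621 of the identifiers were matched in the gene table of the TAIR10.1 assembly. That table was used for names, gene types, chromosome numbers and the order of genes only, since the files were made on TAIR10.

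The expected counts summed to between 11202503 and 11909554 per library, with a median of 11461800. A gene with 3 counts or fewer in all libraries of a group was treated as at the floor. Its fold change is given as a lower bound, the mean of the other group, scaled by library totals, against 3 counts. Counts from sequencing carry counting error, which these bounds cover only in part, since the mean of the other group was taken as measured. They also carry variation between plants, which the bounds do not cover.

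Expected counts were rounded to whole numbers. Genes with at least 10 counts in at least 3 of the 12 libraries of a tissue were tested, 20239 in roots and 19174 in shoots. The counts were normalized by TMM and tested in edgeR 4.0.16 with its quasi-likelihood test, in one model per tissue with a mean for each of the 4 groups. Contrasts compared the ploidies within each treatment, NaCl with control within each ploidy, and the ploidy difference with and without NaCl (the interaction). P-values were adjusted over all tested genes by the Benjamini-Hochberg method. DEGs had an adjusted p under 0.05 and a fold change of at least 2, the fold change the paper used. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F value. The genes named are those the paper names for this experiment, any gene of Figure 1B or Supplemental Figure S3 that was a DEG by ploidy in roots, and, for each ploidy comparison in roots, the 3 DEGs with the largest positive and the 3 with the largest negative change among those whose replicates did not overlap. Other genes were named after their values were seen. The text says so where they appear, except for KAB1, MBP1 and BGLU18, for which it is stated here.

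The replicate numbers are those of the library labels, which are shared by the 8 groups. Whether they pair the libraries was checked by the correlation, across genes, of the deviations of same-numbered libraries from their group means, and every gene test was repeated with the replicate number as a block in the model.

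The alternatives were DESeq2 1.42.0 with its own size factors, scaling by library size only, no filter on low counts, limma 3.58.1 with a trend on log2(FPKM + 1) and on log2(FPKM + 0.1) of genes with an FPKM of at least 1 in at least 3 libraries, a model of only the 6 libraries compared, the adjusted p without the fold-change threshold, each library left out in turn, and NOISeq on FPKM with a fold change of at least 2 and a probability of at least 0.8. NOISeq was written anew in R from its description, since the package was not available. The value it puts in place of an FPKM of 0 was set to 0.01 after 3 values had been compared with Supplemental Table S3. The comparison with the paper's calls is therefore no independent check of that setting. Other alternatives chosen after seeing the data were the zero values 0.5 and 0.001, library-size scaling without rRNA and organelle genes, the block model adjusted over a gene list alone, and the rRNA and mitochondrial shares with a replicate number left out.

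Figure 1B has 28 gene labels, of which 27 were matched, and Supplemental Figure S3 has 20 and 32, of which 19 and 29 were matched. The rule for matching labels was made after the files were opened and before the values of these genes were examined. The PCA used unscaled, centred FPKM of the 27 genes in the 12 root libraries. Shares of variance by NaCl and by ploidy were computed on log2(FPKM + 1) scaled per gene and tested by exact permutation within the other factor. In a paired version, added after seeing the data, replicate means were removed and labels were exchanged only within same-numbered pairs, in 64 arrangements. Gene lists were tested with limma's camera, with the correlation between genes estimated from the data. Its p-values were adjusted over the 5 marker lists and over the 4 tests of core genes, a step added after the unadjusted values were seen. Shares of counts were compared on the log2 scale between same-numbered libraries of the 2 ploidies. The two-sided exact permutation tests of each tissue compared means of the unlogged values, exchanged ploidy labels within treatment and did not keep the pairs. The test between the tissues used the log2 differences of the pairs and did not match roots with shoots. For the chromosomes, the median log2 fold change by ploidy, averaged over the treatments, was taken relative to all nuclear genes.

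The methods were tested on simulated counts with 200 genes changed by known fold changes. The edgeR test without and with the block and DESeq2 recovered 200 of the 200, limma 196 and NOISeq 165, with 0 false calls each. The simulation gave every gene the same spread and held no replicate effect. It changed only genes well above the count filter, each by more than 2-fold. It therefore does not show how the methods perform on genes with few counts, smaller changes or a larger spread. In a simulation with 5 copies of chromosome 3 in the neo-tetraploids, its median was 0.284 against a log2 ratio of 0.322 for 5 copies over 4. The computations used R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

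The mapping of reads was not repeated, since the deposited tables hold no reads. Gene ontology enrichment was not repeated, and the mineral data of Supplemental Table S2 were not used here.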

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

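The tests of library size and of the chloroplast share were chosen after the result was seen, and the test of small RNA genes before.

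The share of counts on a single 18S rRNA gene entry differed with ploidy in roots and not in the same way in shoots. In control roots it was 3.93% ± 0.53 (SD, n = 3) in diploids and 5.63% ± 0.22 in neo-tetraploids, and in NaCl roots 4.31% ± 1.20 and 5.96% ± 1.16. Over the 6 same-numbered pairs of root libraries the neo-tetraploid share was higher in 6 of 6, with a mean log2 difference of 0.51 (two-sided exact permutation test within treatment, p = 0.015, adjusted p = 0.0375 over 5 measures). This test compared the mean shares in percent and not the log2 differences. Its 400 arrangements exchanged ploidy labels within each treatment without keeping the pairs, so its p-values leave the pairing out of account. In shoots the share was higher in 1 of 6 pairs, with a mean of -0.21 (the same exact permutation test, p = 0.12). The difference between the tissues was tested by exchanging the tissue labels of the 12 pair differences (two-sided exact permutation test, 924 arrangements, p = 0.002165, adjusted p = 0.0108). These arrangements did not match the root and shoot differences of the same treatment and replicate number. The p-values between tissues, here and below, leave this match out of account and may be too small. The mitochondrial share was also higher in 6 of 6 root pairs (mean log2 difference 0.53, p = 0.015) and in 2 of 6 shoot pairs, and the tissues differed with p = 0.006494 (adjusted p = 0.0144, the same exact permutation test). The chloroplast share was higher in 5 of 6 root pairs (mean 0.26, p = 0.08) and in 1 of 6 shoot pairs (mean -0.30, p = 0.07), and the tissues differed with p = 0.008658 (adjusted p = 0.0144, the same exact permutation test). The paper does not report these shares.

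Library size was tested as a first technical explanation. The total of the neo-tetraploid root library was higher in 1 of 6 pairs, with a mean log2 difference of -0.027 (two-sided exact permutation test, p = 0.04, adjusted p = 0.05). A difference in totals of this size is too small to account for mean log2 differences in the shares of 0.51 and 0.53. A second technical explanation is RNA without a poly(A) tail carried through the oligo(dT) step. It would raise the chloroplast share in all 6 root pairs, and it was higher in 5. It would also raise the share of snoRNA, snRNA and tRNA genes if RNA this short was kept through purification. That share was higher in 0 of 6 root pairs (mean log2 difference -0.13, p = 0.04, adjusted p = 0.05, the same exact permutation test). The 3 shares moved in the same direction within each tissue, and whether they have a common cause was not tested. A larger amount of ribosomal and mitochondrial RNA in neo-tetraploid roots may also raise these shares, but this is a hypothesis found in these data. The chloroplast share missed the prediction of all 6 pairs, but 5 of 6 lie in the predicted direction and are no evidence against carried-over RNA. The share of small RNA genes was lower, but these genes held few counts. Their mean share was 0.0071% in diploid and 0.0064% in neo-tetraploid control roots. Whether RNA this short was kept through purification was not tested, so their share does not decide the question. Carried-over RNA is therefore not excluded.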

How the results depend on the processing

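The alternatives were set before the data were examined, except NOISeq's zero values 0.5 and 0.001, library-size scaling without rRNA and organelle genes, the block model adjusted over a list alone, the PCA and variance shares with replicate means removed, the marker lists with the block or a library left out, and the shares of counts with a replicate number left out, which were chosen after seeing the data. The NOISeq zero value 0.01 was itself picked after a comparison with Supplemental Table S3.

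Numbers of DEGs depended most on the processing. Between the ploidies in control roots, the 201 DEGs became 468 without the fold-change threshold, 317 with the replicate block and 126 with limma on log2(FPKM + 1), and ranged from 93 to 213 over the 6 fits that each left out 1 replicate. DESeq2 (273), library size only (177), no filter (215), limma on log2(FPKM + 0.1) (137), only the 6 libraries compared (231) and NOISeq (146, and 163 and 143 with its other zero values) stayed within 1.5 times. In NaCl roots, the 25 DEGs became 51 without the fold-change threshold, 96 with the replicate block, 81 with DESeq2, 13 with library size only, 6 and 12 with limma, 12 with only the 6 libraries, and 65 with NOISeq (71 and 64), from 5 to 33 with 1 replicate left out. The share of higher genes in NaCl roots fell from 84% to 50% and 58.3% with limma and to 43.1% with NOISeq. For NaCl against control, the 570 DEGs of diploid roots became 1951 without the fold-change threshold, 361 with limma on log2(FPKM + 1) and 273 with NOISeq (303 and 268), from 327 to 653 with 1 replicate left out, and the replicate block gave 698. Library size only moved the higher share in diploid roots from 35.8% to 46.9%. The 482 of neo-tetraploid roots became 1328, 294 and 274 (301 and 271) under these settings, from 202 to 481 with 1 replicate left out, and 642 with the block. The interaction in roots, with 0 DEGs and 1259 genes at an unadjusted p under 0.05, gave 5 with the block, 13 with DESeq2, 1 with library size only, 1 with limma on log2(FPKM + 1), and 0 to 2 with 1 replicate left out. In shoots it gave 0, with 558 at an unadjusted p under 0.05, and 2 with DESeq2.

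Shoot counts moved more. Between the ploidies, the 2 DEGs in control shoots became 65 with DESeq2, 62 of them higher, 1 with only the 6 libraries, 252 with NOISeq (290 and 246), and 1 to 156 with 1 replicate left out. The 2 in NaCl shoots became 13 with DESeq2, 0 with only the 6 libraries (510 genes at an unadjusted p under 0.05), 56 with NOISeq (68 and 52), and 1 in each fit with a replicate left out. For NaCl against control, the 0 of diploid shoots, with 3376 genes at an unadjusted p under 0.05, became 431 with the replicate block, 257 with DESeq2, 3 without the filter, 9 with limma on log2(FPKM + 1) and 308 with NOISeq (370 and 298). The 2 of neo-tetraploid shoots became 183 with the replicate block, 229 with DESeq2, 4 with limma on log2(FPKM + 1), 1 with only the 6 libraries, 277 with NOISeq (338 and 266), and 0 to 92 with 1 replicate left out. With the block the common biological coefficient of variation in shoots was 0.175 against 0.249 without it. The causes of these changes were not tested.

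For single genes the threshold is an adjusted p of 0.05, or the probability and fold change of NOISeq. HAK5 in control roots kept its direction and stayed short of it under all 14 settings, with log2 fold changes from 0.34 to 0.98. In NaCl roots HAK5 was past the threshold with the replicate block (1.82) and with NOISeq (1.81) and not under the other 12, with adjusted p-values from 0.00135 to 0.342 over the alternatives and left-out replicates and log2 fold changes of 1.38 to 2.33 with 1 replicate left out. MYB51 in control roots was past it with the replicate block (1.99), with only the 6 libraries (1.98) and with NOISeq (1.93), with adjusted p-values from 0.000474 to 0.269. In NaCl roots MYB51 reversed from -0.09 to 0.11 and 0.13 with limma, and ranged from -0.71 to 1.18 with 1 replicate left out. RAP2.11 in control roots was short of the threshold with library size only (0.90), limma (0.90 and 0.93), only the 6 libraries (0.95) and NOISeq (0.90), with adjusted p-values from 0.00149 to 0.114, and ranged from 0.74 to 1.20 with 1 replicate left out, past the threshold in 1 of 6 fits. In NaCl roots it was past it with the block (0.91) and DESeq2 (0.94), with adjusted p-values from 0.00812 to 0.273. MBF1c by ploidy in control roots was short of the threshold with limma (1.65 and 1.70) and in 5 of the 6 fits that each left out 1 replicate, which ranged from 1.58 to 2.21. In NaCl roots it ranged from -0.41 to 0.26 and so reversed with 1 replicate left out. Its rise with NaCl in diploid roots ranged from 1.37 to 1.64 and was short of the threshold in 4 of those 6 fits, and its change with NaCl in neo-tetraploid roots kept its direction and side under all 14 settings. The causes were not tested.

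Of the K transporter genes, 0 were DEGs, against 2 with the replicate block, 1 with the block adjusted over the list, 2 with NOISeq, and 0 to 1 with 1 replicate left out. Of the low K genes, 1 was a DEG, against 3 adjusted over the list, 4 with the block, 4 with the block adjusted over the list, 2 with DESeq2, 0 with library size only, 0 with either limma setting, 2 with NOISeq, and 0 to 2 with 1 replicate left out. PC1 held 37.1% of the variance, against 68.3% on log2(FPKM + 1), 67.8% on log2(FPKM + 0.1) and 30.8% on scaled FPKM, and PC2 26.9%, against 18.8%, 17.1% and 21.2%. With 1 replicate left out they ranged from 35.1% to 43.1% and from 20.0% to 30.4%. The share of variance by ploidy passed 0.05 on log2(FPKM + 1) without scaling (12.3%) and on log2(FPKM + 0.1) without scaling (11.9%). The share by NaCl was past 0.05 under all 16 settings. The median of the lower core genes in control roots reversed from 0.015 to -0.042 with library size only and -0.041 with limma, and ranged from -0.049 to 0.099 with 1 replicate left out. The median of all genes moved alike, from -0.0023 to -0.058 with library size only and -0.053 with limma, so these 2 reversals follow the scaling. In NaCl roots its 0.13 was past the threshold only against random lists. The largest chromosome median of 0.0253 was 0.0295 for genes with at least 100 counts and 0.0322 in shoots, from 0.0231 to 0.0292 with 1 replicate left out. With replicate means removed as a replicate block, an alternative chosen after seeing the data, PC1 held 42.6% and PC2 27.5%. The shares of the remaining variance were 36.5% by NaCl (exact permutation within same-numbered pairs, 64 arrangements, p = 0.0312, the smallest they allow) and 14.6% by ploidy (the same exact permutation test, p = 0.0938).

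The other named genes, marker lists and shares kept their direction and their side of the threshold in 233 comparisons with an alternative. In 6 they came past it (3 results, among them the photosynthesis list with the replicate block), in 49 they fell short (10 results), and in 2 the median of the clock list reversed from -0.14 (-0.36 to 0.061 with 1 replicate left out). HAK5 rested on 23 to 78 counts per control root library and PP2-B14 on 5 to 9 in diploid control roots, and whether depth limited their calls was not tested.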

Differences from the paper's values

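The paper's numbers of DEGs are those listed in Supplemental Table S3. NOISeq, the paper's stated method, was among the alternatives set before the data were examined, but its zero value was chosen after comparing 3 values with that table. Its nearness to the table is therefore no independent check.

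Between the ploidies in NaCl roots the paper lists 64 DEGs and the edgeR test called 25. The numbers came within 1.5 times of the paper's without the fold-change threshold (51), with the replicate block (96), with DESeq2 (81) and with NOISeq (65), and not with library size only, no filter, limma, only the 6 libraries or any replicate left out. For NaCl against control in diploid roots the paper lists 273 and the edgeR test called 570. The gap closed with limma on log2(FPKM + 1) (361), with NOISeq (273), and without the second replicate of diploid control roots (327) or of diploid NaCl roots (369), and under no other alternative. In neo-tetraploid roots the paper lists 274 against 482 here. Limma on log2(FPKM + 1) gave 294 and on log2(FPKM + 0.1) 388, NOISeq gave 274, leaving out 1 neo-tetraploid control replicate gave 307, 349 and 335, and leaving out the second neo-tetraploid NaCl replicate gave 202, all within 1.5 times, and no other alternative did.

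In shoots the paper lists 252 DEGs between the ploidies in control plants, and 2 were called here. In NaCl shoots it lists 56, and 2 were called here. For both, NOISeq (252 and 56) was the only alternative that closed the gap. For NaCl against control in diploid shoots the paper lists 308, and 0 were called here, with 3376 genes at an unadjusted p under 0.05. The replicate block (431), DESeq2 (257) and NOISeq (308) closed this gap and the other alternatives did not. In neo-tetraploid shoots the paper lists 277, and 2 were called here. DESeq2 (229) and NOISeq (277) closed this gap, and the replicate block (183) and the others did not.

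The paper states 24007388 clean reads, and the expected counts deposited for a library summed to a median of 11461800. No alternative applies to this value.

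The paper names HAK5 as the only DEG among the K transporters of Figure 1B. Here 0 of the 26 tested were DEGs. The replicate block and NOISeq each called HAK5 in NaCl roots and also AT3G56290, lower in neo-tetraploid control roots, the block adjusted over the list, an alternative chosen after seeing the data, called HAK5, and leaving out the first neo-tetraploid control replicate called AT3G56290. Supplemental Table S3 lists AT3G56290 too. For HAK5 the paper describes a 2-fold increase in control roots that becomes a 4-fold difference in NaCl. The ratios of mean FPKM were 1.58 and 3.50, and the change in the log2 difference with NaCl, 1.17 with a standard error of 0.85, was not past the threshold (adjusted p = 0.861 from edgeR's quasi-likelihood test, and 0.313 with the block).

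The paper names MYB51 and RAP2.11 as DEGs between the ploidies. MYB51 in control roots was not past the threshold here (adjusted p = 0.101), and was with the replicate block (adjusted p = 0.0449), with only the 6 libraries (adjusted p = 0.000474), with NOISeq, without the first diploid NaCl replicate, and when adjusted over the low K list alone. RAP2.11 was under a fold change of 2 in both treatments and is not listed between the ploidies in Supplemental Table S3. It was called in control roots without the fold-change threshold (adjusted p = 0.0375) and, with the threshold, only without the first diploid control replicate (log2 fold change 1.20, adjusted p = 0.0273).

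The legend of Figure 1B describes a grouping of libraries by ploidy. Under the 12 clustering settings run here, which were not fixed in advance, the first division placed 6 to 8 of the 12 libraries on the side of their ploidy, where 6 is the least possible. A division into 4 clusters put 0 to 7 libraries into clusters of several libraries of a single ploidy (exact permutation of ploidy labels within treatment, 400 arrangements, lowest p = 0.06). The nearest library had the same ploidy for 7 to 9 of the 12 (the same exact permutation test, p from 0.07 to 0.26). These measures of ploidy were tested after seeing the data. The paper attributes the shares of the first components to salinity and to ploidy. On the same FPKM values, NaCl accounted for 27.2% of the variance (exact permutation test, p = 0.01) and ploidy for 13.5% (p = 0.075), and on scaled log2 values the ploidy share was 11.6% (exact permutation test, p = 0.065). On unscaled log2(FPKM + 1) and log2(FPKM + 0.1) it was 12.3% and 11.9% (the same exact permutation test, p = 0.025 and p = 0.03). With replicate means removed and labels exchanged only within same-numbered pairs, an alternative chosen after seeing the data, the ploidy share was 16.6% on FPKM (exact permutation test, p = 0.0625), 14.6% on scaled log2 values (p = 0.0938), and 14.5% and 14.4% on the 2 unscaled log2 scales (p = 0.0312 each, the smallest these arrangements allow). Of the core genes from soil, the paper states 1 more than the 91 that Supplemental Table S3 yields here.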

Other observations

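Tests chosen only after their result was seen are the counts over other splits of the libraries, the tests of AT3G01345, the test of dark-inducible genes, the tests of gene lists with the replicate block or with a library left out, the core genes among the DEGs and the test of chromosome 2 with single libraries left out. The other tests were written down before their result was seen.

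For each comparison of 3 libraries with 3, the 6 libraries can be split in 10 ways, of which 4 part all same-numbered pairs like the real split. The real split was the only 1 of these 4 to give as many DEGs in the ploidy comparisons of control roots, NaCl roots, control shoots and NaCl shoots and in the NaCl comparisons of diploid roots, neo-tetraploid roots and neo-tetraploid shoots. In diploid shoots, with 0 DEGs, 4 of 4 splits gave as many, and by the number of genes at an unadjusted p under 0.05, which was 3376, the real split was the only 1 of 4. The 6 splits that part fewer pairs gave at most 2 DEGs in any comparison, but for genes at an unadjusted p under 0.05 they raised the number of splits as large to 3 of 10 in control shoots and 7 of 10 in NaCl shoots. With 4 or 10 splits no share under 0.05 is possible, so chance cannot be excluded by this count. For the interaction, exchanging ploidy labels within same-numbered pairs gives 32 splits. Since 0 genes passed, 32 of 32 gave as many in roots and 32 of 32 in shoots, which no outcome could change. At an unadjusted p under 0.05, 10 of 32 splits in roots and 8 of 32 in shoots gave as many genes as the real one, which had 1259 and 558. Other splits gave up to 593 DEGs in roots and 5 in shoots, because exchanging the labels of all NaCl pairs turns the interaction into the summed ploidy effect.

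Of the 201 DEGs between the ploidies in control roots, 85.6% were higher in neo-tetraploids. A few genes that take many counts do not account for this excess, since scaling by library size after leaving out 259 rRNA and organelle genes gave 185 DEGs, 184 of them shared, with 83.8% higher. Shoot RNA in the root libraries would shift photosynthesis genes, of which 0 of 30 were higher in neo-tetraploids, with a median of -0.65 on the log2 scale. By limma's camera this was not past the threshold (unadjusted value 0.12, adjusted p = 0.2 over 5 lists), but with the replicate block, added after seeing the data, it was (adjusted p = 0.00948). Lower photosynthesis genes would mean less shoot RNA in neo-tetraploid roots, which would add lower genes rather than higher ones. The chloroplast share went the other way, with 0.117% ± 0.009 (SD, n = 3) in neo-tetraploid and 0.0872% ± 0.0003 in diploid control roots. A difference in shoot RNA between the ploidies is therefore neither shown nor excluded, and whether it bears on the excess was not tested. The higher DEGs were short genes, with a median length of 1198.5 bases against 1512 over all tested genes (two-sided permutation test with 100000 draws, p = 1e-05, the smallest they can give), while the lower DEGs had 1518. The excess therefore cannot be told apart from an effect of gene length, which may be technical or may follow from which genes respond.

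MBF1c was higher in neo-tetraploid control roots, and most genes of a heat shock list were higher too. Of the 11 measured genes of a heat shock list, 9 were higher, with a median log2 fold change of 1.01. The unadjusted value of limma's camera was 0.03047, which the test written down beforehand took as a shift, but over the 5 lists tested the adjusted p = 0.0762 is not under 0.05. A jasmonate list moved in the same direction, with 18 of 19 genes higher (limma's camera, adjusted p = 0.0676), and a clock list had 4 of 19 higher (adjusted p = 0.272). With the replicate block the unadjusted value of the heat shock list was 0.06305, and limma's camera gave an adjusted p = 0.105 for it and for the jasmonate list. The higher MBF1c may be part of a wider stress response of these plants, a hypothesis that does not separate ploidy from a difference in handling between the plants.

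Same-numbered libraries deviated together in both tissues. The correlation of these deviations across genes that lay farthest from 0 was 0.0784 in shoots and 0.0777 in roots with GC content, and -0.0429 in roots and, as an absolute value, 0.03 in shoots with gene length, all of them weak. Time of harvest is a candidate explanation, since the replicate number took a median of 87.9% of the variance within groups for 19 clock genes in roots, against 35% over all genes, and 78.3% against 44.8% in shoots, in both tissues at percentile 100 of 10000 random lists matched on expression. Dark-inducible and sugar-starvation genes stood at percentile 19.81 in the tissue where they stood lower. Photosynthesis genes were at percentile 100 in roots, with 89.3%, and at 99.99 in shoots, so in roots time of harvest cannot be told apart from shoot RNA in the root libraries. Heat shock genes stood at percentile 99.97 in shoots, with 79.8%, and at 77.51 in roots, so a difference in stress or handling between the replicate numbers is not excluded in shoots. No biological explanation was tested, since the replicate number is not a condition.

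AT3G01345 had 727 to 2262 counts in each of the 12 diploid libraries and 0 to 23 in each of the 12 neo-tetraploid libraries, and at most 3 in roots. It was the only gene more than 4-fold apart in all 24 libraries. The pattern was noticed in the data. Loss of a segment that includes a neighbouring gene was tested with AT3G01340 and AT3G01350, whose largest absolute log2 fold change in roots was 0.132, with adjusted p-values from 0.512 to 0.734 (edgeR's quasi-likelihood test). The number of libraries on the wrong side for their label was 0, which restates how the gene was noticed and is no separate test of a mislabelled library. For the second experiment of the paper, with other plants, Supplemental Table S3 lists it in 3 of 3 ploidy comparisons of the wild type and in 0 of 6 of sos3-2 and esb1-1, whose neo-tetraploids arose by separate duplication. This speaks against a general effect of ploidy and for a difference carried by the wild-type line, although a gene that is not listed need not be unchanged. The paper does not state how many neo-tetraploid lines these libraries come from, and a variant or silencing carried by a line was not tested.

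The neo-tetraploid line was checked for an extra or missing chromosome copy. The median log2 fold change by ploidy of chromosome 2 was 0.0253 below that of all nuclear genes in roots, the farthest of the 5 chromosomes, where 5 copies over 4 would give 0.322. It was below in 6 of 6 same-numbered pairs in roots and 6 of 6 in shoots, and chromosome 3 was above in 6 of 6 and 6 of 6, with a median of 0.0186 in roots. Of the 32 splits of the libraries, 1 gave a chromosome median as far from 0 in roots, the real one, and 1 in shoots. Regression on expression level, GC content and length moved its median in roots from -0.0258 to -0.0288 (96.5% of genes had values) and in shoots from -0.0326 to -0.0316. The regression held only 1.61% and 0.6% of the variance of the log2 fold changes, so it corrected little and does not rule out gene composition in another form. With each library left out in turn, the value nearest to 0 was -0.0231, so no single library carried it. Both parts of the chromosome, divided at the middle of its measured genes, were lower in both tissues, the highest of the 4 medians being -0.024. A candidate explanation is a lower copy number of chromosome 2 in some plants, and 7% of plants with 3 of 4 copies would give the median of roots. The rise of chromosome 3 would need a separate change, 5 copies in 5.2% of plants, and this remains a hypothesis found and tested on the same data, and a regulated difference of this size was not tested apart from it.

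The core genes that the paper derived from soil-grown plants were examined in these roots. Supplemental Table S3 yields 91, of which 74 are lower and 17 higher in soil-grown neo-tetraploids. In control roots the 70 measured lower genes had a median log2 fold change of 0.015 (limma's camera, adjusted p = 0.995 over 4 tests, and 0.991 with the replicate block), at percentile 69.36 of 10000 matched random lists, and the 13 measured higher genes 0.23 (adjusted p = 0.0439, and 0.0676 with the block, 9 of 13 higher). In NaCl roots the lower genes had a median of 0.13 (limma's camera, adjusted p = 0.255, and 0.37 with the block), above all of 10000 random lists, and the higher genes 0.30 (adjusted p = 0.0317, and 0.0585 with the block, 9 of 13 higher), so neither was under 0.05 with the block. As a list the lower core genes were thus not lower here, but single ones were. Of the lower genes 3 were DEGs in control roots, of which 2 were lower, and 2 in NaCl roots, AT2G03821 and AT3G01345 in both treatments. For AT3G01345, the listings described above speak for a difference carried by the wild-type line and against a general effect of ploidy. Of the higher genes 3 were DEGs in control roots (AT1G19960, AT5G08250 and AT3G25882) and 2 in NaCl roots (AT1G19960 and AT5G08250), all of them higher. These genes were named after their values were seen. Of the splits that part all same-numbered pairs, 4 of 4 gave a median of the lower genes as far from 0 in control roots and 1 of 4 in NaCl roots. Among the 10 core genes that the paper names, and ESB1 and SOS3, which it adds to them, GH3.1 was past the adjusted p in control roots, with a log2 fold change of 0.79 (standard error 0.16, adjusted p = 0.0193 from edgeR's quasi-likelihood test, 3 of 3 pairs higher), and none of them in NaCl roots. EXPA7 had 0.52 in control roots (adjusted p = 0.0642, and 0.00971 with the block) and 0.61 in NaCl roots (adjusted p = 0.0903, and 0.0135 with the block). Both GH3.1 and EXPA7 are among the genes lower in soil-grown neo-tetraploids, so these changes ran opposite to those in soil.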
